# Enriched Environmental Conditions Modify the Gut Microbiome Composition and Fecal Markers of Inflammation in Parkinson’s Disease

**DOI:** 10.3389/fnins.2019.01032

**Published:** 2019-10-15

**Authors:** Yogesh Singh, Mohamed El-Hadidi, Jakob Admard, Zinah Wassouf, Julia M. Schulze-Hentrich, Ursula Kohlhofer, Leticia Quintanilla-Martinez, Daniel Huson, Olaf Riess, Nicolas Casadei

**Keywords:** Parkinson’s disease, gut microbiota, calprotectin, inflammation, α-Synuclein, 16S rRNA, enriched environment

## Abstract

Recent findings suggest an implication of the gut microbiome in Parkinson’s disease (PD) patients. PD onset and progression has also been linked with various environmental factors such as physical activity, exposure to pesticides, head injury, nicotine, and dietary factors. In this study, we used a mouse model, overexpressing the complete human SNCA gene (SNCA-TG mice) modeling familial and sporadic forms of PD to study whether environmental conditions such as standard *vs.* enriched environment changes the gut microbiome and influences disease progression. We performed 16S rRNA DNA sequencing on fecal samples for microbiome analysis and studied fecal inflammatory calprotectin from the colon of control and SNCA-TG mice kept under standard environment (SE) and enriched environment (EE) conditions. The overall composition of the gut microbiota was not changed in SNCA-TG mice compared with WT in EE with respect to SE. However, individual gut bacteria at genus level such as *Lactobacillus* sp. was a significant changed in the SNCA-TG mice. EE significantly reduced colon fecal inflammatory calprotectin protein in WT and SNCA-TG EE compared to SE. Moreover, EE reduces the pro-inflammatory cytokines in the feces and inflammation inducing genes in the colon. Our data suggest that an enriched social environment has a positive effect on the induction of SNCA mediated inflammation in the intestine and by modulating anti-inflammatory gut bacteria.

## Introduction

Chronic inflammation is a key process in the progression of Parkinson’s disease (PD) (Li et al., 2016). Besides the main pathological features of Lewy bodies (LBs) and neurites predominantly composed of α-Synuclein (α-Syn) protein (Marques and Outeiro, 2012; Wales et al., 2013) in the brain and gut of PD patients, neuroinflammatory markers such as reactive microglial expression of HLA-DR, CXCL2 and S100b in *substantia nigra* (SN), IgG in LBs, proinflammatory cytokines (IL-1β and TNF-α) in SN and striatum are additional neuropathological characteristics of PD (Gelders et al., 2018). Interestingly, although multiple studies showed a progression of the pathology (also termed either α-Synucleinopathy or Synucleinopathy) through the brain (Braak et al., 2003; Visanji et al., 2014), other studies also proposed a possible spread of the disease from neurons to neurons *via* seeding of α-Syn in the peripheral nervous system (Li et al., 2008; Luk et al., 2009). Accordingly, injection of α-Syn in the brain (Luk et al., 2012), in the gut (Holmqvist et al., 2014) or in muscles (Sacino et al., 2014) pointed to a retrograde transport of protein seeds from the peripheral nervous system to the central nervous system. Thus, in addition to the genetic factors, external or unknown internal factors inducing α-Syn aggregation or expression such as environmental conditions, diet or lifestyle, bacterial metabolites and self-antigens may also trigger or enhance PD (Yamin et al., 2003; Bischoff et al., 2014; Klingelhoefer and Reichmann, 2015; Kotloski and Sutula, 2015; Mulak and Bonaz, 2015; Felice et al., 2016; Sulzer et al., 2017; Caputi and Giron, 2018; Erro et al., 2018).

Environmental factors appeared to improve and worsen the pathology of PD (Klingelhoefer and Reichmann, 2015; Delamarre and Meissner, 2017; Erro et al., 2018; Hu et al., 2019). Several chemicals or pesticides such as MPTP (Muthukumaran et al., 2014), paraquat (Park et al., 2005; Barlow et al., 2007), rotenone (Betarbet et al., 2000), viral infections (Bhattacharjee and Lukiw, 2013), etc., exposure to which lead to neurodegenerative effects whilst enriched environmental (EE) conditions based on studies of animal models suggested that enrichment can promote neuronal activation, signaling and plasticity in various brain regions. Therefore, EE conditions could possibly exert neuroprotective effects on neurons and delay pathogenesis in PD (Jadavji et al., 2006; Nithianantharajah and Hannan, 2006; Kotloski and Sutula, 2015).

The gut harbors a dynamic environment and is exposed to environmental factors such as diet, antibiotics, and pathogens and follows on constant interaction with microbial communities (Laukens et al., 2015; Koh et al., 2016; Thaiss et al., 2016). In addition, the gut microbiota is also shaped throughout life by host-related factors such as the host genotype as well as with aging (Blander et al., 2017). Disturbances within gut microbiota have been reported to influence host susceptibility to pathogens and pathological conditions such as gastrointestinal inflammatory diseases and obesity (Ridaura et al., 2013; Ellekilde et al., 2014; Devkota and Chang, 2015; Liu et al., 2017). Gastrointestinal dysfunctions are frequently reported by PD patients (Fasano et al., 2015) and in some clinical studies precede the onset of motor symptoms (Bassotti et al., 2000; Abbott et al., 2001). In this context, the presence of Synucleinopathy in the autonomic nervous system of PD patients (Rao and Gershon, 2016), accumulation of α-Syn in the bowel of PD patients (Hilton et al., 2014) as well as a modified intestinal microbiota correlated to motor symptoms suggest a potential origin of Synucleinopathy in the gastrointestinal tract (GIT) (Scheperjans et al., 2015). Several recent patients from different countries (United States, Japan, China, Germany, and Netherlands) and mouse studies suggest a potential role of the gut microbiome in PD pathogenesis (Keshavarzian et al., 2015; Scheperjans et al., 2015; Sampson et al., 2016; Hopfner et al., 2017; Minato et al., 2017; Pereira et al., 2017; Petrov et al., 2017; Lin et al., 2018; van Kessel et al., 2019) as gut dysbiosis may lead to an inflammatory environment potentially initiating synucleinopathy (Stojkovska et al., 2015; Powell et al., 2017; Proctor et al., 2017).

In this study, we aim to investigate if the expression of α-Syn in the gut of a humanized mouse model of PD can be influenced by EE conditions and explore how EE conditions interact with the gut microbiome to affect the inflammation in the gut.

## Materials and Methods

### Animal Experiments and EE Conditions

C57BL/6N mice were obtained from Charles River and were housed in colony cages under a 12 h light-dark cycle. BAC-hSNCA transgenic (SNCA-TG) mice and EE conditions have been described earlier by our group (Wassouf et al., 2018). Both of the genotype animals (WT and SNCA-TG) were randomly allotted to either the standard environment (SE) or the enriched environment (EE). Only female mice were used for our experimental study as earlier reports highlighted that aggressive behavior occurs between male mice house in a long-term enriched environmental condition (Marashi et al., 2003). For the SE groups (WT and SNCA-TG), three to four mice were housed in standard cages (Type II long). All the SE group animals had free access to normal chow diet and tap water. The EE groups animals (WT and SNCA-TG), type IV cage was used with more bedding and nesting material and in total eight female were co-housed together. To promote enhanced sensory stimulation, enriched cages were additionally provided with objects varying in color, size, shape and texture which were rearranged three times a week in order to maintain novelty and complexity. To improve the physical activity in the EE conditions, type IV cages were equipped with tunnels, climbing cubes, saucer wheels and running wheels (Wassouf et al., 2018). Animals were housed in their respective SE or EE from weaning until the end of the study. To minimize the changes in microbiome diversity due to cage and hormone cycles in female mice, we used WT and SNCA-TG in separate SE and EE cages to collect the feces. To assess the impact of α-Syn and enriched environmental conditions on microbiome composition changes, 12-month-old female mice were used.

### Euthanasia and Sample Collection

To minimize the influence of preparation on the gut microbiome, mice were euthanized *via* cervical dislocation during the light phase. GIT was then prepared rapidly on ice, content of the gut as well as the rest of the tissue rinsed in PBS (10 mM phosphate, 150 mM NaCl, pH 7.4) were collected in cryotubes and snap frozen by liquid N_2_ and stored at −80°C until use.

### DNA Isolation, Preparation, and Sequencing

DNA was isolated from the fecal and cecal contents. Briefly, 10 to 20 mg of digesta was mixed with 180 μl of 20 mg/ml lysozyme (#L6876; Sigma) in 20 mM Tris–HCl at pH 8.0, 2 mM EDTA and 1.2% of triton-X. The suspended pellet was incubated under agitation for 30 min at 37°C and then digested at 56°C for 30 min with 20 μl of 50 mg/ml proteinase K (#315836; Roche) in 200 μl of buffer AL. Digestion was inactivated at 95°C for 15 min. After centrifugation, 200 μl of ethanol was added to the samples prior binding to the QIAamp spin column (#51104; QIAamp DNA Blood mini kit; Qiagen) then samples were centrifuged at 8000 rpm for 1 min. Samples washed successively in 500 μl of buffer AW1 and AW2. DNA eluted from the column in 200 μl of buffer AE and stored at −20°C.

For the 16S rRNA amplification, 12.5 ng of DNA was amplified using 0.2 μM of both forward primer (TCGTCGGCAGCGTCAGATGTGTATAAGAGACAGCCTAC GGGNGGCWGCAG, Metabion) and reverse primer (GTCTC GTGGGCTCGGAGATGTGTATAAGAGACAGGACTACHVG GGTATCTAATCC, Metabion) and KAPA HiFi HotStart Ready Mix (#KK2601; KAPABiosystems, Germany). PCR was performed using a first denaturation of 95°C for min, followed by 25 cycles of amplification at 95°C for 30 s, 55°C for 30 s and 72°C for 30 s, final elongation at 72°C for 5 min and the amplified DNA stored at 4°C. Electrophoresis of samples was used to verify amplicon specificity.

Samples were then purified (#A63881; Agencourt AMPure XP, Beckman Coulter) and PCR amplicons indexed using the Nextera XT index (#FC-131-1096; Nextera XT DNA Library Preparation kit) and KAPA HiFi HotStart ReadyMix. PCR was performed using a first denaturation of 95°C for 3 min, followed by 8 cycles of amplification at 95°C for 30 s, 55°C for 30 s and 72°C for 30, final elongation at 72°C for 5 min. Purified PCR samples were then validated using the BioAnalyzer (Bioanalyzer DNA 1000, Agilent) and 4 nM of each library pooled using unique indices before sequencing on a MiSeq (Illumina) and paired 300-bp reads.

### Sequence Analysis and Statistics

Available sequence data has been trimmed and filtered using SeqPurge (Sturm et al., 2016). Trimming parameters demanded a minimum quality at 3′ end of *q* = 35 (parameter qcut = 35). Processed sequence data were aligned using MALT (version 0.3.8^1^) against the 16S database SILVA SSU Ref Nr 99^2^ and classified using NCBI taxonomy. Alignment was performed using semi-global alignment and a minimum sequence identity of 90% (parameter minPercentIdentity = 90). Further analysis and visualization was performed using MEGAN (MEtaGenome Analyzer) version 6.0 (Huson et al., 2016). In Figure 4C, data were normalized with SE and EE conditions and shown as percentage abundance. Alpha (statistical) was set *a priori* at 0.05 for all tests of significance.

### Preparation of Tissue for Histological Analysis

Gut samples prepared on ice were fixed for 24 h in 4% paraformaldehyde (PFA), stored at 4°C in 0.4% PFA for a maximum of 4 weeks prior to embedding in paraffin. Brain samples were prepared from mice anesthetized by CO_2_ inhalation and transcardially perfused with PBS and cold 4% PFA diluted in PBS. Brains were removed carefully from the skull and post-fixed 24 h in 4% PFA. Fixed samples were then alcohol-dehydrated and embedded in paraffin blocks using a tissue embedding station and stored at room temperature until use. Paraffin blocks containing colon and other GIT tissues were cut into 7 μm thick sections using a microtome, placed in 45°C water bath for flattening then collected onto a glass slide, dried in an incubator at 50°C for 1 h and stored at room temperature.

### Immunohistochemistry

Immunohistochemistry (IHC) was performed on colon sections as described earlier on brain sections (Nuber et al., 2013) using additional antibodies (human and mouse Anti-α-Syn: #610786 (clone MC42) BD Biosciences; human Anti-α-Syn: #ab27766 (LB509) Abcam, human Anti-α-Syn: #ALX-804-258-L001 (15g7), Enzo Life Sciences; Anti-NeuN, clone A60: #MAB377, Merck Millipore; Anti-MAP2: #ab70218 Abcam; Anti-TH: #657012, Merck Millipore; Anti-GFAP: #Z0334, Dako).

### Tissue Lysate

Gut tissue were weighted frozen and lysed with 10 volumes of RIPA buffer (50 mM Tris, 150 mM NaCl, 1.0% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, pH 8.0) supplemented with protease inhibitor (#11697498001; cOmplete^TM^ Protease Inhibitor Cocktail, Roche Diagnostics). Brain tissues were homogenized for 30 s using a disperser (T10 ULTRA-TURRAX; VWR) on ice. After homogenization, samples were incubated for 30 min at 4°C and spun for 20 min at 12 000 g. Proteins lysate supernatants were supplemented with 10% glycerol before long storage at −80°C. Protein concentrations were determined using BCA method (#23225; Thermo Fisher Scientific, Germany).

### Western Blotting

Samples were prepared by diluting protein lysates in PAGE buffer (0.2 M glycine, 25 mM Tris, 1% SDS), followed by a denaturation at 95°C for 10 min in loading buffer (80 mM Tris, 2% SDS, 5% 2-mercaptoethanol, 10% glycerol, 0.005% bromophenol blue, pH 6.8) and a short centrifugation of 30 s at 400 *g*. Proteins were separated by electrophoresis using 12% SDS-PAGE gel. Gels containing proteins were washed for 5 min in transfer buffer (0.2 M glycine, 25 mM Tris, 10–20% methanol) and transferred to membranes equilibrated in transfer buffer. Transfer was performed for 90 min at 80 V at 4°C on 0.45 μm nitrocellulose membranes (#88018, Thermo Fisher Scientific). Immunoblots were washed for 5 min in TBS buffer and blocked using 5% non-fat milk (Slim Fast) in TBS. Membranes were then washed twice for 5 min in TBST and then were incubated with the primary antibody over night at 4°C (human and mouse α-syn: #610786 BD Biosciences; human α-syn: #804-258-L001, Enzo Life Sciences; β-actin: #A4700, Sigma). After incubation with the first antibody, membranes were washed four times (5 min each) with TBST. Membranes were then incubated for 75 min with the secondary antibody coupled to horseradish peroxidase (#NA931-1ML; Amersham ECL Mouse IgG, HRP linked whole Ab, #NA935; Amersham ECL Rat IgG, HRP-linked whole Ab, both from GE Healthcare Life Sciences). After four washing steps with TBST (5 min each), bands were visualized using the enhanced chemiluminescence method (#RPN2232; ECL^TM^; GE Healthcare Life Sciences). Light signals were detected using LI-COR Odyssey and quantified using Odyssey software.

### Calprotectin ELISA

To measure the calprotectin/MRP 8/14 in the fecal samples, a S100A8/S100A9 ELISA kit (#K6936, Immundiagnostik AG, Germany) was used according to the manufacturer’s guidelines. Fecal samples were measured (weight between 20 mg and 50 mg), dissolved in 500 μl of extraction buffer, mixed then by vortexing and centrifuged for 10 min at 3000 × *g*. The supernatant was transferred to a new microcentrifuge tube and 100 μl of the sample was used for measuring the protein. The data was analyzed using the 4-parameter algorithm and the concentration of calprotectin was normalized with feces weight and data presented in ng/g.

### Mouse Inflammation Panel 13-Plex Cytokine Measurements in Feces by Flow Cytometry

To measure the cytokines, feces were dissolved in 500 μl of extraction buffer, mixed by vortexing and then centrifuged for 10 min at 3000 × *g* (#K6936, Immundiagnostik AG). The supernatant transferred to a new microcentrifuge tube and 25 μl of the sample was used for measuring the protein as described in the manufacturer’s protocol (LEGENDPlex Mouse Inflammation Panel (13-plex) with v-bottom plate #740446; BioLegend, Germany). Standards were prepared as suggested in the kit. In brief, 96 v-bottom plate was used for measuring the cytokines in the feces. 25 μl of capture beads and 25 μl feces supernatant was added to each well and incubated (different size for each cytokine and labeled with APC) for 2 h on a shaker at speed of 800 rpm. After a 2 h incubation, the plate was washed with wash buffer (1×), 25 μl detection antibody added then brought back on the shaker again. After a 1 h further incubation, without washing, 25 μl of SA-PE (biotinylated detection antibody) was added and incubated for 30 min on a shaker again. The plate was centrifuged at 250 × *g* for 5 min, discarded the supernatant and added the 150 μl of wash buffer (1×). Beads were resuspended by pipetting and sample were acquired using Flow cytometry (BD LSRFortessa, BD Biosciences, Germany) for cytokine measurement. The FCS files were generated on a flow cytometer and analyzed using BioLegend’s LEGENDplex data analysis software and cytokines were presented in pg/g.

### RNA-Sequencing From Colon Tissues

Total RNA was extracted using the QIAsymphony RNA kit (#931636, Qiagen). Briefly, 10 to 20 mg of frozen tissue was dissociated using 400 μl of RLT Plus in a 2 ml extraction tube containing 5 mm diameter beads (Qiagen) and agitated at 30 Hz for twice 2 min using TissueLyser II (Qiagen). RNA isolation was performed on the QIAsymphony (Qiagen) following the platform Standard protocol. Elution was performed using 50 μl of RNase-free water.

RNA quality was assessed with an Agilent 2100 Bioanalyzer and the Agilent RNA 6000 Nano kit (#5067-1511; Agilent). 3′ RNA-sequencing was performed using 100 ng of total RNA and the QuantSeq 3′ mRNA-Seq (#015.24; Lexogen, Austria). Libraries were sequenced on the NextSeq500 using the Mid Output v2.5 150 Cycles (#20024904, Illumina) with a depth of >2 millions reads each.

FASTQ were generated using the fastp (v0.20.0) and RNA-seq data quality was assessed to identify any known potential issue with sequencing cycles, low average quality, adaptor contamination, or repetitive sequences from PCR amplification. Reads were aligned using STAR (v2.7.2a) against a custom-built genome composed of the Ensembl Mus musculus grcm38. Alignment quality was analyzed using MappingQC (v1.8) and visually inspected in the Integrative Genome Viewer (v2.4.19). Normalized read counts for all genes were obtained using edgeR (v3.26.6). Transcripts covered with less than 4 count-per-million in at least 1 sample were excluded from the analysis leaving >14,000 genes for determining differential expression in each of the pair-wise comparisons between experimental groups.

RNA sequencing data was further subjected to Ingenuity pathway analysis (IPA) to identify the genes involved in different canonical pathways and further how these genes could be governed by other upstream regulators.

### Statistical Analysis

MEGAN-CE (version 6.10.6, built 20 Dec 2017 and version 6.14.2, built 23 Jan 2019) was used for data acquisition and analysis. GraphPad and Inkscape were used for the final figure preparation. One way ANOVA and student’s *t*-test was used for statistical analysis using GraphPad. The *p*-value (≤0.05) was considered significant.

## Results

### Human α-Syn Expression in the Enteric Nervous System of the Gut in SNCA-TG Mice

To study if the expression of α-Syn induces changes of the gastrointestinal microbiome, we used a SNCA-TG mouse model of PD overexpressing the complete human *SNCA* gene including its promoter, introns, exons and UTRs (Yamakado et al., 2012), as reported previously (Wassouf et al., 2018). This model overexpress the human protein with a spatial distribution in the brain similar to the endogenous human and mouse expression (Wassouf et al., 2018). Using IHC, we investigated the expression of the transgenic α-Syn in the gastrointestinal tract of the SNCA-TG mice and observed presence of the human α-Syn protein in the colon and the entire gut including stomach, ileum, cecum, and rectum, respectively (Figure 1A and Supplementary Figure S1). Staining was observed in the muscular layer and more particularly in the longitudinal muscle. Interestingly, we also observed a specific staining in the mucosal layer of the colon. Double immunofluorescence staining was performed using antibodies against human α-Syn and neuronal markers such as Map2, Neurofilament, and NeuN. Staining identified double-labeled neurons positive for human α-Syn protein and confirms a strong expression of the transgenic protein in the ENS (Figure 1B). A strong expression of human α-Syn was also confirmed using Western blots (Figure 1C). The level of total α-Syn observed in SNCA-TG mice was significantly increased in SNCA-TG mice compared to WT in both, the cecum and the colon (Figure 1C). Thus, these results suggested that our SNCA-TG animal model is suitable to study the role of SNCA overexpression in the gut and to study host-pathogen interactions for the impact of EE conditions on the accumulation of α-Syn.

**FIGURE 1:**
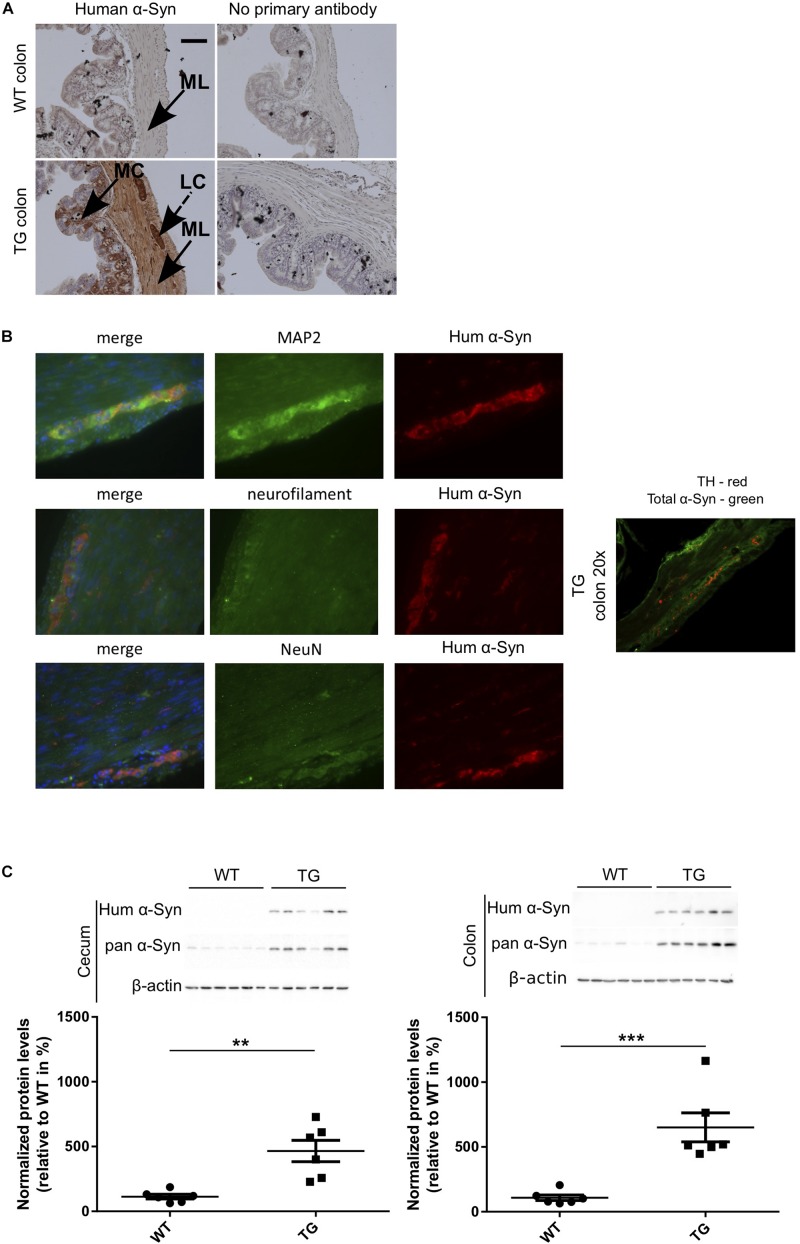
Human α-Syn expression in the ENS (colon) of SNCA-TG (TG) mice. Expression of the transgenic human α-Syn protein was investigated by IHC and Immunoblotting **(A)**. Transgenic human α-Syn protein was detected in the GIT of TG mice using IHC in the muscular layer, longitudinal muscle cells, and mucosal layer of the colon. **(A,B)** Double immunofluorescence staining (SNCA-TG colon) suggests the presence of human α-Syn (15g7 clone human α-syn: #804-258-L001, Enzo Life Sciences as well as MC42 clone human and mouse α-syn: #610786 BD Biosciences) in enteric neurons labeled with the synaptic markers MAP2, the neuronal markers neurofilament (NeuN), and the dopaminergic marker TH (20×). Red and green color-coded staining shows the respective antibodies staining. **(C)** Expression of human α-Syn in the gut was confirmed using Western blotting of 12-month old mice (*n* = 6). Unpaired Student’s two-tailed *t*-test was performed. *p*-Value was considered significant if it was less than or equal to 0.05 (^∗∗^*p* ≤ 0.01, ^∗∗∗^*p* ≤ 0.001). For the purpose of ease in all the artwork (figures), we have denoted SNCA-TG as TG.

### Changes in the Gut Microbiome Composition in SNCA-TG Mice Under SE Conditions

To compare the gut microbial communities diversity, we isolated DNA from 6 and 12 month-old WT and SNCA-TG cecum and colon mouse digesta, performed PCR of the 16S ribosomal RNA (16S rRNA) and sequenced the amplicons using next generation sequencing (Ley et al., 2006; Jovel et al., 2016). Due to the elevated expression of SNCA and the involvement of constipation in the mice overexpressing SNCA (Kuo et al., 2010; Andrews and Storr, 2011), we focused on the cecum and colon microbiota and sequenced both groups with a comparable depth of ∼ 60,000–100,000 clusters per sample from 6 and 12 months (Supplementary Figures S2A, S3A, S4A). We then evaluated the population diversity of the microbial community (alpha-diversity) using the Shannon–Weaver index (SWI) and found no significant differences between the WT and SNCA-TG cecum and colon samples at 6 and 12 months (Figure 2A and Supplementary Figure S4D). Most of the reads (∼90%) represented the Firmicutes and Bacteroidetes, which are typically the dominant phyla in the microbiome and belong to the strict anaerobic bacterial group (Browne et al., 2016; Supplementary Figures S2B, S3B, S4B,C). The phylum Firmicutes was significantly lower in SNCA-TG animals compared with WT (12 months) in the cecum, but no significant difference was observed in the colon (12 and 6 months) (Supplementary Figures S2B, S3B, S4B,C). In both, the cecum and the colon, SNCA-TG mice had lower levels of Firmicutes/Bacteroidetes ratio (FBR) (Supplementary Figures S2B,C, S3B,C), however, no significant difference was observed in the 6-month age group (Supplementary Figure S4).

**FIGURE 2:**
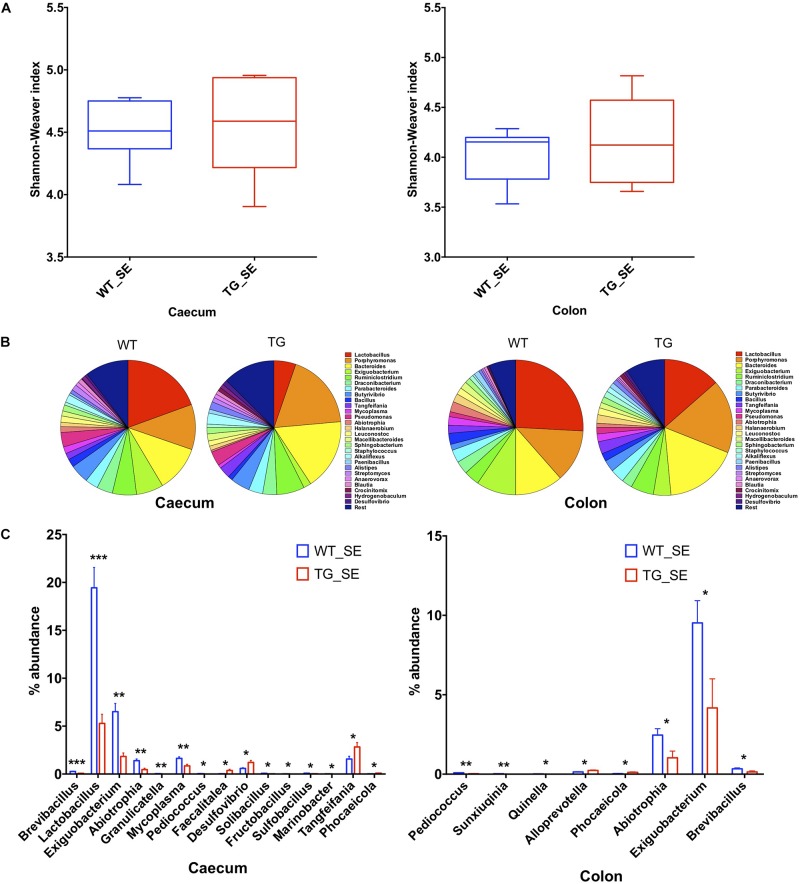
Gut dysbiosis in the cecum and colon of SNCA-TG mice under SE conditions. 16S rRNA sequencing was performed and α-diversity (Shannon–Weaver index) was measured using MEGAN-CE for the cecum and colon. **(A)** Shannon–Weaver index was almost similar in WT and SNCA-TG in either cecum or colon. **(B)** The bacterial abundance at genus level (left figure is for ceacum- WT and TG and right figure for colon – WT and TG) was calculated in percentage in the cecum and colon. Top 1% bacterial abundance is shown here (32/543) genera. **(C)** In the cecum 15 different bacterial genera (*Brevibacillus, Lactobacillus, Exiguobacterium, Abiotrophia, Granulicatella, Mycoplasma, Pediococcus, Faecalitalea, Desufovibrio, Solibacillus, Fructobacillus, Sulfobacillus, Marinobacter, Tangfeifania and Phocaeicola*) were significantly different between WT and SNCA-TG mice. However, in the colon only 8 genera (*Pediococcus, Sunxiuqinia, Quinella, Alloprevotella, Phocaeicola, Abiotrophia, Exiguobacterium, Brevibacillus*) were different in the colon in between WT and SNCA-TG mice. The bacterial genera (*Pediococcus, Phocaeicola, Abiotrophia, Exiguobacterium, Brevibacillus*) were common in the cecum and colon and were significantly different in WT and SNCA-TG mice. Unpaired Student’s two-tailed *t*-test was performed the significance for both the cecum and colon independently. Data are presented in decreasing *p*-values. *p*-Value was considered significant if it was less than or equal to 0.05 (^∗^*p* ≤ 0.05, ^∗∗^*p* ≤ 0.01, ^∗∗∗^*p* ≤ 0.001).

We then investigated differences in taxa at the genera level among microbial communities (beta-diversity) (Morgan et al., 2013). We used principal component analysis (PCoA) tool of Megan6 (Huson et al., 2016) to investigate SNCA-TG and WT samples based on beta diversity metrics which showed a slight shift in clustering for both the groups in the cecum and colon under SE conditions, respectively both 6 and 12 months age group, respectively (Supplementary Figures S4E, S5A,B). We performed an explorative analysis based on the 28 most abundant bacteria genera (more than 1% abundance) and representing more than ∼88−92% of the total bacteria sequenced in the cecum and the colon (Figure 2C). We identified 15 bacterial genera (*Brevibacillus, Lactobacillus, Exiguobacterium, Abiotrophia, Granulicatella, Mycoplasma, Pediococcus, Faecalitalea, Desulphovibrio, Solibacillus, Fructobacillus, Sulfobacillus, Marinobacter, Tangfeifania, Phocaeicola*; with decreasing order of *p*-values; student’s *t*-test) in the cecum and 8 bacterial genera (*Pediococcus, Sunxiuqinia, Quinella, Phocaeicola, Alloprevotella, Abiotrophia, Exiguobacterium, Brevibacillus*; with decreasing order of *p*-value; student’s *t*-test) in the colon which were differently represented in SNCA-TG mice under SE conditions in the 12-month age group (Figure 2C). In the 6-month age group, only *Anaerotruncus, Helicobacter, Klebsiella, Streptococcus, Ruminococcus, Subdoligranulum* and *Azotobacter* (*p*-value in decreasing order) were significantly different in WT and SNCA-TG mice under SE conditions, however, abundance was only found between that 0.01–0.3 percentage (Supplementary Figure S4F). Most abundantly present genera such as *Lactobacillus, Bacteroidales, Ruminiclostridium*, etc., were not different at all in WT and SNCA-TG (6 months age group) in SE conditions (Supplementary Figures S4G,H), therefore, we did not pursue the EE conditions for further 16s rRNA analysis in the colon and cecum samples.

Five bacterial genera (*Pediococcus, Abiotrophia, Phocaeicola, Exiguobacterium, and Brevibacillus*) were significantly different percentage wise in both the cecum and colon (Figure 2C) of SNCA-TG compared with WT mice (12-month age group). *Lactobacillus* genus was the most abundant in the mouse cecum and colon, thus we explored further for the *Lactobacillus* genus abundance which was significantly reduced in cecum samples of SNCA-TG mice compared with WT (*p* = 0.0001; Student’s *t*-test), and in a similar way *Lactobacillus* was also reduced in the colon of the SNCA-TG mice, although it did not reach significance level (*p* = 0.07; Student’s *t*-test).

### Microbial Diversity Under EE Conditions in SNCA-TG Mice

The impact of environmental conditions on the microbiota was studied using the enriched conditions as described previously (Wassouf et al., 2018). Using 16S rRNA, we measured first the bacterial compositions at phyla and genera levels in EE conditions, and found that alpha diversity based on Shannon–Weaver index (SWI) was slightly reduced but did not reach to a significant level in both the cecum and colon (Figure 3A). At phylum level, there was no change in the FBR (Supplementary Figures S2B,C, S3B,C). The beta diversity, using the PCoA analysis was recruited and no difference was observed between SNCA-TG and WT in EE conditions, respectively (Supplementary Figures S5A,B). We further performed an explorative analysis based on the 28 most abundant bacterial genera (more than 1% abundance) and representing more than ∼88−92% of the total bacteria sequenced in both the cecum and colon (Figure 3B), similar as in the EE conditions. We identified 5 bacterial genera (*Tangfeifania, Sphingobacterium, Bacteroides, Barnesiella, Prolixibacter*; in decreasing order of *p*-value; student’s *t*-test) in the cecum, and 12 bacterial genera (*Roseburia, Anaerotruncus, Anaerosporobacter, Tannerella, Propionibacterium, Tangfeifania, Lachnoclostridium, Holdemanella, Brevibacterium, Fastidiosipila, Quinella, Succinivibrio*; in decreasing order of *p*-value; student’s *t*-test) in the colon which were different percentage wise in the gut microbiota of SNCA-TG mice in EE conditions (Figures 3B,C). Out of 17 significantly different abundance genera, only *Tangfeifania* genus was commonly present in both the cecum and colon. *Lactobacillus*, the most abundantly occurring genus, was reduced in SNCA-TG mice compared with WT in EE as displayed in the SE conditions, however, it did not reach the significance level (Figure 3B). Moreover, it is worthy to note that a fold-change differences in percentage of *Lactobacillus* increases in SNCA-TG EE compared with SE when data normalized with WT in each environment conditions in both the cecum (0.27 TG_SE/WT_SE to 0.58 TG_EE/WT_EE; fold change = 2.1) and colon (0.52 TG_SE/WT_SE to 0.87 TG_EE/WT_EE; fold change = 1.6) (Figures 2B, 3B).

**FIGURE 3:**
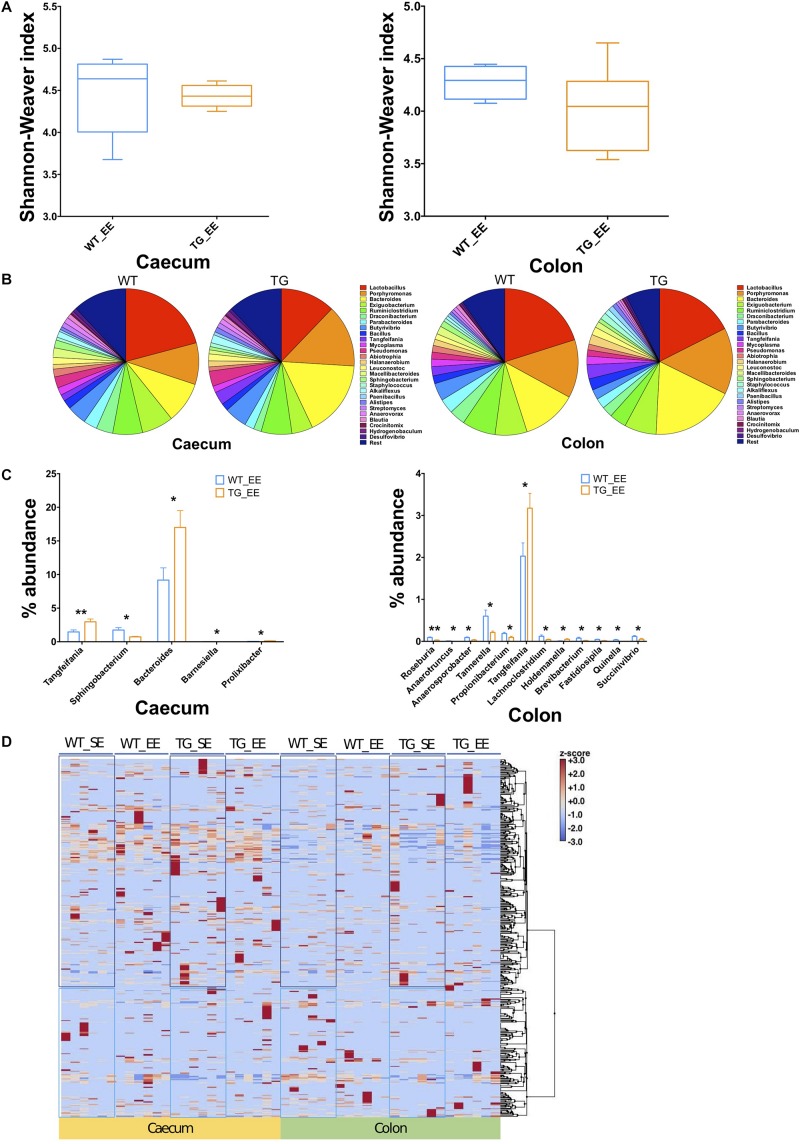
Enriched environment conditions moderate the gut dysbiosis in SNCA-TG mice. In a similar fashion to SE conditions, α-diversity (Shannon–Weaver index) was measured in EE conditions using MEGAN-CE for the cecum and colon. **(A)** Shannon–Weaver index was tending to be lower in SNCA-TG compared with WT in both the cecum and colon. However, it was not significantly different. **(B)** The bacterial abundance at genus level was calculated as a percentage in the cecum (left hand side) and colon (right hand side). **(C)** In EE conditions, levels of the bacterial dysbiosis in the cecum only 5 different bacterial genera (*Tangfeifania, Sphingobacterium, Bacteroides, Barnesiella and Prolixibacter*) were significantly different between WT and SNCA-TG mice. However, 12 genera (*Roseburia, Anaerotruncus, Anaerosporobacter, Tannerella, Propionibacterium, Tangfeifania, Lachnoclostridium, Holdemanella, Brevibacterium, Fastidiosipila, Quinella and Succinivibrio*) were different in the colon for WT and SNCA-TG mice. The only one bacterial genus *Tangfeifania* was common in both the cecum and colon which was significantly different between WT and SNCA-TG mice. Unpaired Student’s two-tailed *t*-test was performed the significance measurements for the cecum and colon independently. **(D)** Overall clustering of bacterial genera is presented a heat-map. Abundance of bacterial presence is shown in *Z*-score (–3.0 to +3.0) values. Two distinct clustering of bacterial genera appeared in both the cecum and colon in EE and SE conditions. Data are presented in decreasing *p*-values. *p*-Value was considered significance when it was less than or equal to 0.05 (^∗^*p* ≤ 0.05, ^∗∗^*p* ≤ 0.01).

### EE Condition Affects the Bacterial Abundance

We calculated the Z-score and clustered bacterial genera for the cecum and colon in the SE and EE conditions at 12 months age for the WT and SNCA-TG groups (Figure 3D and Supplementary Figures S6, S7). We found that the Z-score for the bacterial abundance was higher in the cecum compared with the colon and that SE and EE conditions have the distinct bacterial signature pattern. Further, we measured the alpha diversity using the SWI but found no significant difference between SE and EE conditions (using One-way ANOVA and Tukey *Post hoc* test) in the cecum or colon (Supplementary Figure S8A). We characterized the most abundant bacteria (28 genera) in the cecum and colon of WT and SNCA-TG mice in both SE and EE environments (Supplementary Figures S8A,B). Based on the abundance pattern normalized to the environmental conditions, all bacteria were characterized into 6 different groups for the cecum and 5 different groups for the colon (Figures 4A,B). Furthermore, we standardized percentage bacterial abundance as estimated for SE and EE conditions, and found that EE conditions were able to decrease the percentage gap in the SNCA-TG mice in both the cecum and the colon for the 6 bacterial genera (Figures 4C,D). However, in the WT cecum it was almost similar under SE and EE conditions and it was decreased in the colon in the case of EE compared with SE conditions (Figure 4C).

**FIGURE 4:**
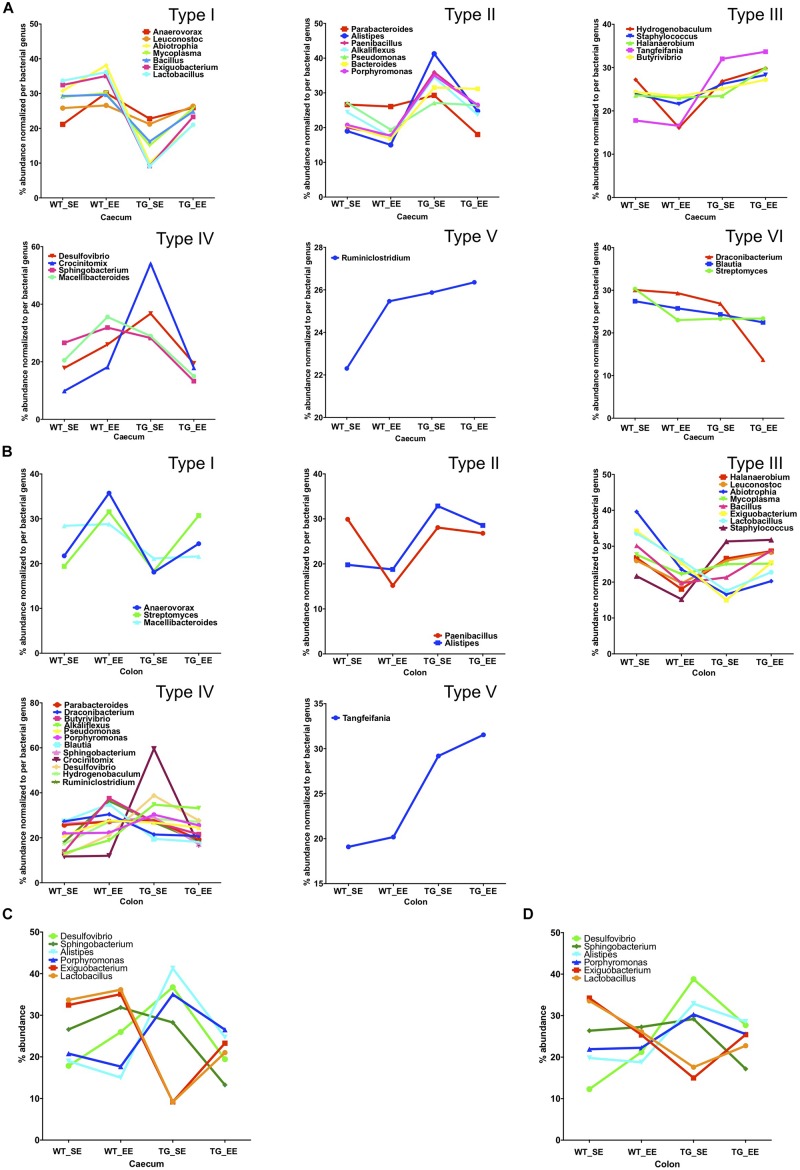
Enriched environment conditions promote the growth of anti-inflammatory bacteria. Comparison of SE and EE conditions using clustering analysis with the MEGEN-CE tool. **(A)** Bacterial phyla were categorized into 6 different types (Type I-VI) for the cecum. **(B)** Bacterial phyla were categorized into 6 different types (Type I-V) for the colon and Type VI was missing in the colon for the 32/540 bacterial genera. **(C)** Bacterial abundance was normalized for each bacterium for SE and EE conditions, 6 bacterial genera were chosen for the cecum which have two different types (Type I and IV) of abundance. No major change in average abundance was between WT SE and EE conditions. **(D)** Whereas, EE conditions tended to normalize the bacterial abundance in SNCA-TG mice. In the colon, for both the WT and SNCA-TG, EE conditions tended to normalize the bacterial abundance.

### EE State Causes Less Inflammatory Reactions in the Feces of SNCA-TG Mice

Previous studies in inflammatory bowel disease suggested that the inflammatory calprotectin protein is a virtuous marker of inflammation in the gut (Lehmann et al., 2015; Lee, 2016; Walsham and Sherwood, 2016). Calprotectin is secreted by the neutrophils, macrophages and epithelial cells in the gut lumen as a result of inflammation in the colon (Lehmann et al., 2015). Recent studies in PD patients also suggested that calprotectin levels in the feces were much higher in patients compared with healthy controls (Schwiertz et al., 2018). It appears that calprotectin could be an inflammatory detection marker of PD pathology in the feces of patients (Schwiertz et al., 2018) or possibly even in rodent models as described in this study. Therefore, we measured calprotectin expression from the digesta obtained from the colon from SE and EE conditions in WT and SNCA-TG mice. In SE conditions, SNCA-TG mice had higher levels of calprotectin compared with WT, however, it did not reach the significance level (Figure 5A). On the other hand, in the case of EE conditions (both WT and SNCA-TG mice) calprotectin levels were significantly lower compared to SE conditions. Moreover, SNCA-TG mice have significantly less calprotectin in EE compared with SE conditions (Figure 5A), signifying that EE conditions reduce inflammatory reactions in the gut lumen. Using the LEGENDplex mouse inflammation panel 13-plex, we measured the feces inflammatory cytokines and chemokines and observed that only MCP-1 was significantly upregulated in WT and SNCA-TG group for the SE condition (Figure 5B). EE conditions have no effect on MCP-1, though it tended to be higher in both WT and SNCA-TG EE condition. However, EE was able to significantly reduce inflammatory cytokines such as IFN-γ, IL-12p70 in both the genotypes (WT and SNCA-TG) compared with SE conditions (Figure 5B) as described earlier in the rat (Marashi et al., 2003). While other pro-/anti-inflammatory cytokines (IL-1α/β, TNF-α, IL-23, GM-CSF, IFN-β, IL-17, IL-27, IL-6, and IL-10) tended to be lower in EE compared with SE conditions in SNCA-TG, however, the difference was not at a significant level (Figure 5B and Supplementary Figure S9). Thus, overall the data suggested that EE conditions tended to lower the amount of inflammatory cytokines.

**FIGURE 5:**
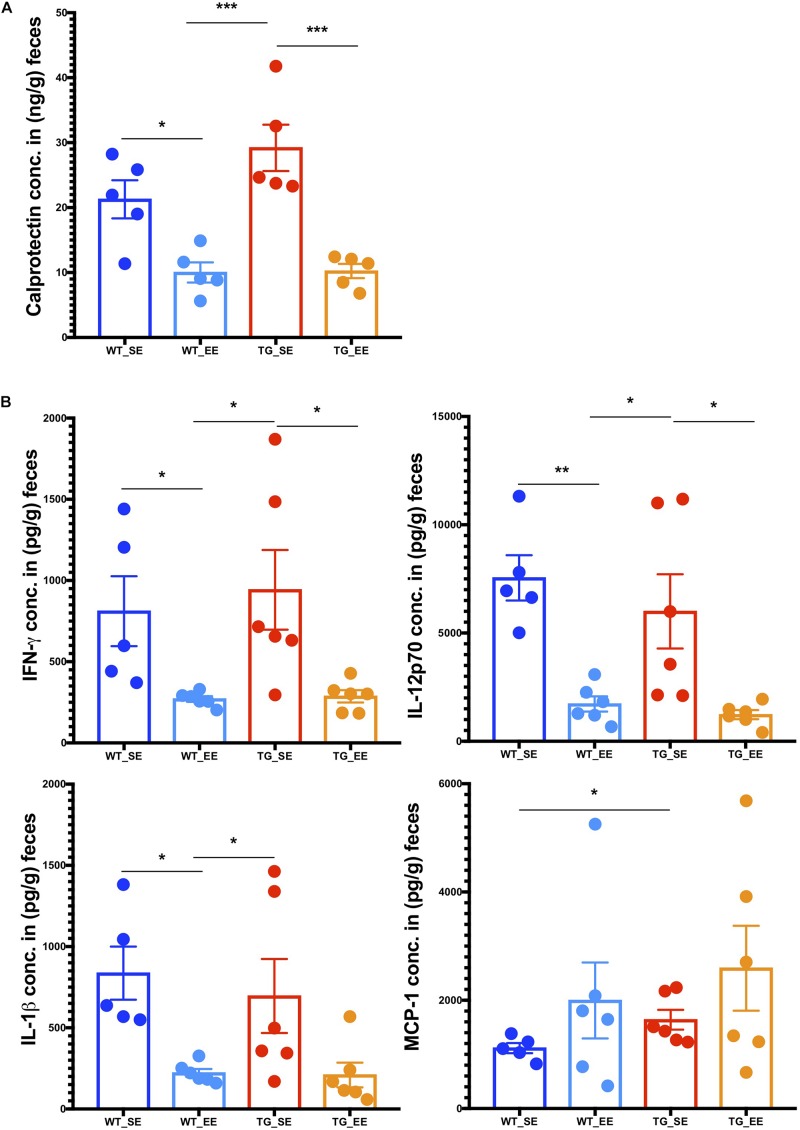
Enriched environment condition dampens the production of inflammatory calprotectin protein and pro-inflammatory cytokines in the feces. **(A)** The colon fecal S100A8/S100A9 (Calprotectin, MRP 8/14) protein was estimated using ELISA. Calprotectin levels were significantly different between SE and EE for the WT and SNCA-TG mice, respectively. One-way ANOVA and a *post hoc* Tukey test was performed to find the significance levels between different groups (SE and EE for WT and SNCA-TG). **(B)** The pro-inflammatory cytokines IFN-γ, IL-12p70, IL-1β, and MCP-1 were estimated using the flow cytometry based-multiplex cytokine assay. IFN-γ and IL-12p70 were significantly different between SE and EE for the WT and SNCA-TG mice, respectively. IL-1β was significantly different between WT SE and EE condition, however, SNCA-TG EE condition tended to have lower IL-1β cytokine, however, no statistical significance was reached. MCP-1 was statistically significant in the SE state between WT and SNCA-TG, however, in EE state it was tended to higher (no statistical difference). All the data are presented in means ± SEM of *n* = 4–5 feces samples per group. *p*-Value was considered significant if it was less than or equal to 0.05 (^∗^*p* ≤ 0.05, ^∗∗^*p* ≤ 0.01, ^∗∗∗^*p* ≤ 0.001) using One-way ANOVA and a *post hoc* Tukey test or/and Student’s *t*-test unpaired *t*-test.

### Enriched Environment Dampens the Inflammatory Genes in the Colon of SNCA-TG Mice

Reduced inflammation in the feces of both WT and SNCA-TG genotypes in EE compared with SE conditions prompted us to investigate whether changes in the microbiome could modulate the signature of the genes in the colon tissues (host-pathogen interactions). Furthermore, previous study also suggested that an EE condition is able to reduce the inflammatory phenotype in the brain of SNCA-TG mice (Wassouf et al., 2018). Thus, we performed the RNA-seq of the colon samples from SE and EE conditions for both the genotypes (WT and SNCA-TG) to discover the effect of environmental-induced changes in the gut microbiome have on the host phenotype and physiology. 

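RNA from the colon of 9 wild-type mice aged 12 months was analysed, 4 from the standard environment (WT_SE) and 5 from the enriched environment (WT_EE). The libraries were made by 3′ messenger RNA sequencing, in which each transcript is sequenced next to its poly(A) tail, so that counts do not grow with transcript length. A unique molecular identifier, a random tag added before amplification, lets copies of one molecule be counted once. The authors aligned the reads with STAR to the mouse genome GRCm38 and deposited the number of molecules counted on each gene in each mouse, without normalization. These totals ranged from 299062 to 383401 per mouse in WT_SE (median 362850) and from 295535 to 454043 in WT_EE (median 426436). The paper states a depth of more than 2000000 reads per library, and the values here use the molecule counts. At this depth, the floor of 3 counts set for a detectable level corresponds to between 6.61 and 10.2 CPM (count-per-million), and differences between counts at or under it are not interpreted. Of the 22262 genes with any count, the 17441 genes with at least 4 CPM in at least 1 of the 9 libraries were tested, which is one reading of the filter in the paper's methods. A value of 4 CPM equals between 1.18 and 1.82 counts. Counts were normalized by edgeR's TMM method and compared with edgeR's quasi-likelihood test, and the common biological coefficient of variation between mice was 15.1%. Pairs of mice of one environment were compared only to look for a library deposited more than once, and their chi-square per degree of freedom was 1.18 to 2.52. The names of the libraries of WT_SE mice 1 and 3 have another ending than those of the other 7 libraries. As no WT_EE library has that ending, a difference tied to it can be told from the environment only through WT_SE mice 2 and 5.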

Our RNA-seq data showed that EE is able to regulate many genes in both the genotypes (WT and SNCA-TG) compared with the SE state (Figure 6A). 

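Between WT_EE and WT_SE, 1334 of the 17441 genes tested had an unadjusted p-value under 0.05. Figure 6A names a p-value limit of 0.05, and the values here use the unadjusted p-value. Of these genes, 751 were higher and 583 were lower in WT_EE, so that 56.3% were higher. After Benjamini-Hochberg adjustment of the edgeR p-values over all genes tested, 7 genes had an adjusted p-value under 0.05, and 6 of them were higher in WT_EE. Over the alternative settings, the number of genes that passed ran from 0 to 143. None passed with the DESeq2 Wald test, with limma-voom, with the library-name ending as a covariate or without WT_SE mouse 3. In counts simulated for these libraries without any changed gene, 4.78% of the 16597 genes tested had an unadjusted p-value under 0.05, and 1 gene passed the adjustment. The share of genes called rose from 3.47% among genes with a mean below 2 counts per library to 12.0% among genes with a mean of 40 to 80 counts, and was 6.84% at a mean of 80 or more. For 450 genes, or 2.58% of those tested, the normalized values of the 5 WT_EE mice all lay on the same side of the 4 WT_SE mice, where chance gives at most 1.59%. Among 100 splits of the same 9 mice into 4 and 5, 7 gave at least as many unadjusted calls, the real split included, and the highest number was 1490. A stricter limit of 0.01 on the p-value moved the number of calls most, to 410 genes. Among the alternatives that changed the filter, the normalization, the test or the covariate and kept the limit of 0.05 alone, the DESeq2 Wald test gave the fewest calls, 643 genes, all of which were among the 1334. Without WT_SE mice 1 and 3, whose libraries carry the other name ending, 680 genes were called, and 429 of them were among the 1334. Without WT_SE mouse 3 alone, 899 genes were called. With upper quartile normalization, 615 of 1368 calls were higher in WT_EE, or 45.0% against 56.3%. Which direction holds more calls therefore depends on the scaling.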

Many genes were commonly dysregulated in between the environment and genotype (Figure 6A). Using IPA, we tried to identify the genes involved in various canonical pathways for the different genotypes and environment (TG_EE-vs-TG_SE, WT_SE-vs-WT_SE, TG_SE-vs-WT_SE and TG_EE-vs-WT_EE). We found that most of the pathways were down regulated including ILK signaling, neuroinflammation signaling, dendritic cell maturation, PKC signaling in T cells, NFAT regulation, NF-kB activation, Th1 pathway, PD-1, PD-L1 cancer immunotherapy whereas endocannabinoid cancer inhibitory pathway and interferon signaling were upregulated in TG_EE-vs-TG_SE compared with WT_EE-vs-WT_SE or TG_SE-vs-WT_SE conditions (Figure 6B). 

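Among genes with a single mouse counterpart, the paper lists, for WT_EE against WT_SE, Creb5, Flnc, Nos2, Ppp1r14b, Ppp2cb and Ptgs2 for ILK signaling, and Creb5, Hmox1, Nos2, Nox1, Pla2g4c and Ptgs2 for neuroinflammation signaling. All 6 ILK genes were higher in WT_EE, with unadjusted p-values from 8.58e-06 to 0.00404. Of these 6 neuroinflammation genes, 5 were higher, and no direction is given for Hmox1, for which 8 of the 9 mice were at or under the floor. As these genes are the paper's own calls on these libraries, their small p-values are no separate evidence. Nor do the directions give a pathway score, and the paper's scores for these pathways in this comparison were small and of opposite sign. Ptgs2 encodes an inducible cyclooxygenase and lies on the plus strand of chromosome 1 of GRCm38 from 150100031 to 150108227. It had 1 to 2 counts per mouse in WT_SE and 6 to 15 in WT_EE, or 3.56 ± 1.31 CPM (SD, n = 4) and 28.6 ± 11.9 CPM (SD, n = 5). Every WT_SE mouse was at or under the floor of 3 counts, and Ptgs2 was at least 3.33-fold higher in WT_EE (adjusted p = 0.0249, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nos2, the inducible nitric oxide synthase gene, lies on chromosome 11 from 78920787 to 78960254. It had 0 to 1 counts in WT_SE and 3 to 9 in WT_EE, which makes it at least 1.72-fold higher (exact permutation test, two-sided, p = 0.00794, the smallest p that 4 mice against 5 allow). Its adjusted p-value over all genes in the edgeR test with Benjamini-Hochberg adjustment was 0.139. Nox1, a NADPH oxidase gene on chromosome X from 134086421 to 134221956, had 15.3 ± 13.6 CPM (SD, n = 4) in WT_SE and 58.5 ± 26.0 CPM (SD, n = 5) in WT_EE, a log2 fold change of 1.82 (standard error 0.40). Its adjusted p-value in the edgeR test with Benjamini-Hochberg adjustment was 0.0527, and its span overlaps Xkrx on the same strand, so that molecules could be assigned to either gene. Pla2g4c, a phospholipase A gene on chromosome 7 from 13324655 to 13360672, varied widely within WT_EE, from 7 to 84 counts, against 0 to 14 in WT_SE. Its log2 fold change was 2.76 (standard error 0.57), with the same adjusted p-value as Nox1, and its call was kept in all 25 alternatives that tested it. An exact permutation test of its normalized values, which makes no use of the count model, gave a two-sided p = 0.0952. Hmox1, the heme oxygenase gene on chromosome 8 from 75093621 to 75100589, had 1 to 5 counts in WT_SE and 0 to 2 in WT_EE, an unadjusted p of 0.0439 that stayed under 0.05 in 15 of 24 alternatives. Creb5, Flnc, Ppp1r14b and Ppp2cb had log2 fold changes of 1.18, 1.22, 1.19 and 1.29, and none passed the adjustment over all genes. With 1 mouse left out in turn, the log2 fold change of Ppp1r14b ran from 0.93 to 2.09. The call for Creb5 was lost with the library-name ending as a covariate, and those for Creb5 and Ppp1r14b without WT_SE mice 1 and 3. Creb5 overlaps Gm44080 on the same strand and Ppp1r14b overlaps Plcb3 on the other, so that their counts are uncertain where the counting did not part the genes.

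**Figure D1:**
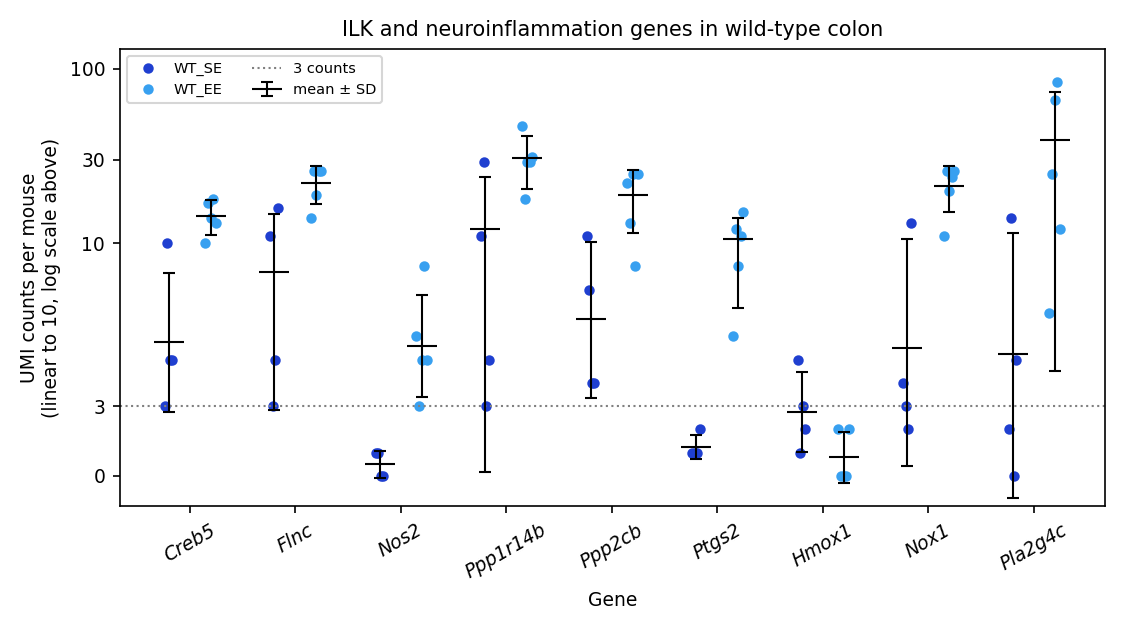
Counts of the ILK and neuroinflammation signaling genes in the colon of WT_SE and WT_EE mice. Each point is 1 mouse, black marks give the mean ± SD, and the vertical axis is linear up to 10 counts and logarithmic above, with the floor of 3 counts as a dotted line. All genes shown but Hmox1 have a higher mean in WT_EE, and Ptgs2 and Nos2 are at or under the floor in every WT_SE mouse.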

Many upstream regulators such as TNF, CSF2, IFN-γ, NF-kB1, S100A9, LPS also appeared to have a negative score for the TG_EE-vs-TG_SE compared with WT_SE-vs-WT_SE, TG_SE-vs-WT_SE (Figure 6C). Moreover, individual gene analysis was also performed based on the IPA pathways for the different comparison groups (Supplementary Tables S1–S5). 

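Supplementary Table 4 lists 39 genes with a single mouse counterpart in the pathways of WT_EE against WT_SE. In the counts, 38 of them had an unadjusted p-value under 0.05. Of these, 35 had a positive log2 fold change and 3 a negative one (F13a1, Ndufaf1 and Hmox1). No direction is given for Hmox1, nor for Fosb among the 35, because each was above the floor in 1 mouse only. All 38 also passed Benjamini-Hochberg adjustment over the list alone, which shows no stability, because the list holds the paper's own calls on these libraries. Over all genes tested, 2 passed, Ptgs2 and Sdhd. Neither passed with the DESeq2 Wald test, with limma-voom, with the library-name ending as a covariate or without WT_SE mouse 3. Both kept an unadjusted p-value under 0.05 in every alternative that tested them. Sdhd encodes a subunit of succinate dehydrogenase and lies on the minus strand of chromosome 9 from 50596357 to 50603812. It had 88.7 ± 56.0 CPM (SD, n = 4) in WT_SE and 215 ± 32.2 CPM (SD, n = 5) in WT_EE. WT_SE mouse 3 had 5 counts of Sdhd, against 33 to 55 in the other WT_SE mice. The log2 fold change of Sdhd was 1.23 (standard error 0.23, adjusted p = 0.0249 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each WT_EE mouse had a higher normalized value than each WT_SE mouse. Counts on the list were low, with a median of 7 per gene and mouse. For 12 of the 39 genes, all mice of one environment were at or under 3 counts. Epha2, an ephrin receptor gene on chromosome 4 from 141301240 to 141329384, had no count in any WT_SE mouse and 6, 2, 3, 2 and 13 counts in WT_EE mice 1 to 5, of which 3 are also at or under the floor, so that no fold change is given (exact permutation test, two-sided, p = 0.0317). Crtc2, a transcriptional coactivator gene, was at least 2.28-fold higher in WT_EE. Hspa1b on chromosome 17 from 34956436 to 34959238 had a log2 fold change of 1.30 (standard error 0.27), but the counting could have split its molecules with the near-identical Hspa1a. Among the genes that were lower, F13a1 had a log2 fold change of -1.25 (standard error 0.49) and Ndufaf1 one of -0.99 (standard error 0.46), and both calls were lost with the library-name ending as a covariate. In that fit, 22 of the 39 genes were called. The gene without a call in the test by environment alone was Tnfsf12, with a log2 fold change of 1.03 (standard error 0.55) and an unadjusted p of 0.0667.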

IL-8, NF-kB and Th1 signaling pathway gene such as ‘integrin beta 2’ (Itgb2) was tended to higher in SNCA-TG in SE condition compared with WT and it was nearly significant (*p*-value = 0.058), however, the EE condition was able to significantly reduce the expression of Itgb2 (Figure 6D). Complement receptor 2 (Cr2) gene, which also participates in the IL-8 signaling and NF-kB activation by viruses was significantly downregulated in EE SNCA-TG compared with SE conditions (Figure 6D). The non-motor symptoms such as gut permeability and constipation were frequent in the PD patients (Felice et al., 2016), therefore, we also explored the genes involved in the tight junctions and gut barrier functions and found that the epithelial cell adhesion molecule (Epcam or CD326) was upregulated in SNCA-TG genotype compared with WT in the standard environment. However, EE has no effect on both genotypes including WT and SNCA-TG (Figure 6E). 

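Epcam lies on the plus strand of chromosome 17 of GRCm38 from 87635979 to 87651129. It had 100 to 151 counts per WT_SE mouse and 109 to 182 counts per WT_EE mouse. Normalized to library size, these were 354 ± 56.2 CPM (SD, n = 4) in WT_SE and 402 ± 23.3 CPM (SD, n = 5) in WT_EE. The log2 fold change was 0.19 (standard error 0.13, adjusted p = 0.769 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A difference of this size was not larger than regrouping the mice gives (exact permutation test, two-sided, p = 0.0952). Summed over the 422 genes with a mean of 100 to 150 counts, the range that holds Epcam, counts rose with library totals with a slope of 0.426 on logarithmic axes, where 1 means in proportion.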

The Gap junction protein, beta 2 (Gjb2) was significantly upregulated in SNCA-TG compared with WT in SE and EE is able to reduce this gene expression nearly at significance level (Figure 6E). Genes involved in TLR (Lps bind protein; Lbp) and innate immunity (platelet derive growth factor, B polypeptide) were upregulated in SNCA-TG compared with WT in SE condition, however, both the genes were downregulated in SNCA-TG in the EE compared to EE condition (Figure 6E). Moreover, genes involved in the inflammation, neuroinflammation, and intracellular signaling cascades were affected mostly in SNCA-TG genotype in EE conditions rather WT (Supplementary Figure S10). 

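Supplementary Figure S10 plots 11 genes that could be matched by name. Between WT_EE and WT_SE, 5 of them had an unadjusted p-value under 0.05, with Nos2, Tnfrsf10b, Isg20l2 and Lta4h higher and Iglc3 lower in WT_EE. The other 6 genes (Apol10b, Cxcl16, Gata3, Ifnar2, Lck and Tlr5) had p-values from 0.365 to 0.992. After Benjamini-Hochberg adjustment, 4 genes passed over the list alone and 0 over all genes tested. Tnfrsf10b, a death receptor gene on chromosome 14 from 69767472 to 69784411, had 0 to 3 counts per WT_SE mouse and 5 to 14 per WT_EE mouse, at least 2.46-fold more (adjusted p = 0.187 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Isg20l2, an exonuclease gene on chromosome 3 from 87930314 to 87940686, had 17.3 ± 3.14 CPM (SD, n = 4) in WT_SE and 36.2 ± 7.57 CPM (SD, n = 5) in WT_EE, a log2 fold change of 1.06 (standard error 0.34), and it overlaps Rrnad1 on the other strand. Lta4h, a leukotriene hydrolase gene on chromosome 10 from 93453411 to 93484875, had 85.4 ± 14.3 CPM (SD, n = 4) and 113 ± 12.9 CPM (SD, n = 5). Its log2 fold change was 0.39 (standard error 0.19), and its call was lost in 12 of 26 alternatives. For Isg20l2 and for Lta4h, no value of a WT_SE mouse reached that of a WT_EE mouse. Iglc3, an immunoglobulin light chain gene on chromosome 16 from 19065230 to 19065681, had 71.3 ± 46.9 CPM (SD, n = 4) and 34.3 ± 32.5 CPM (SD, n = 5), and the ranges of the 2 groups overlapped (exact permutation test, two-sided, p = 0.190). Its molecules could have been split with its paralogs, and its call was lost in 7 of 25 alternatives.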

Our transcriptomics data revealed that the EE appeared to have a bigger impact on SNCA-TG mice. Overall, RNA-seq transcriptomics data from the colon tissues suggested that the EE condition was able to dampen the inflammatory genes, and this could be the due to change in the microbiome composition.

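The paper lists 18 genes with a single mouse counterpart for inflammatory pathways in Supplementary Table 3, from a comparison not analysed here. In the wild-type colon, 5 of these genes were higher and 13 were lower in WT_EE than in WT_SE, with a mean log2 fold change of -0.18. The set did not move beyond the spread of the other genes (a p-value of 0.262 from limma's camera), and its mean ran from -0.35 to 0.11 with each mouse left out in turn. An unadjusted p-value under 0.05 was found for 5 of the 18 genes. Nos2 and Ighg2b were higher in WT_EE, and Cr2, Ifit3 and Plch2 were lower. After Benjamini-Hochberg adjustment, 2 genes passed over the list and 0 over all genes tested. Cr2, the complement receptor 2 gene on the minus strand of chromosome 1 from 195136811 to 195176716, had 0 to 14 counts per WT_SE mouse and 0 to 2 counts per WT_EE mouse (exact permutation test of normalized values, two-sided, p = 0.0476). As 2 of the 4 WT_SE mice were also at or under the floor, no fold change is given. Across the 9 mice, Cr2 rose and fell with other genes of B-cell follicles (Pearson's r = 0.80, permutation p = 0.0113; Spearman's rho = 0.66, permutation p = 0.0606), but r was 0.14 without the 2 mice farthest from the median. Ifit3 on chromosome 19 from 34583531 to 34588731 had a log2 fold change of -0.93 (standard error 0.34), and its sign reversed with the library-name ending as a covariate (an unadjusted p-value of 0.80 from edgeR). Ighg2b, an immunoglobulin heavy chain gene whose molecules could have been split with its paralogs, had a log2 fold change of 0.72 (standard error 0.32). The call for Ighg2b was lost with that covariate. Plch2 had a log2 fold change of -0.89 (standard error 0.43; exact permutation test, two-sided, p = 0.0952), and its call was lost in 8 of 25 alternatives. From its transcriptomics data of the colon, the paper proposes that the enriched environment dampens inflammatory genes, and that a change in microbiome composition could be the reason.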

**FIGURE 6:**
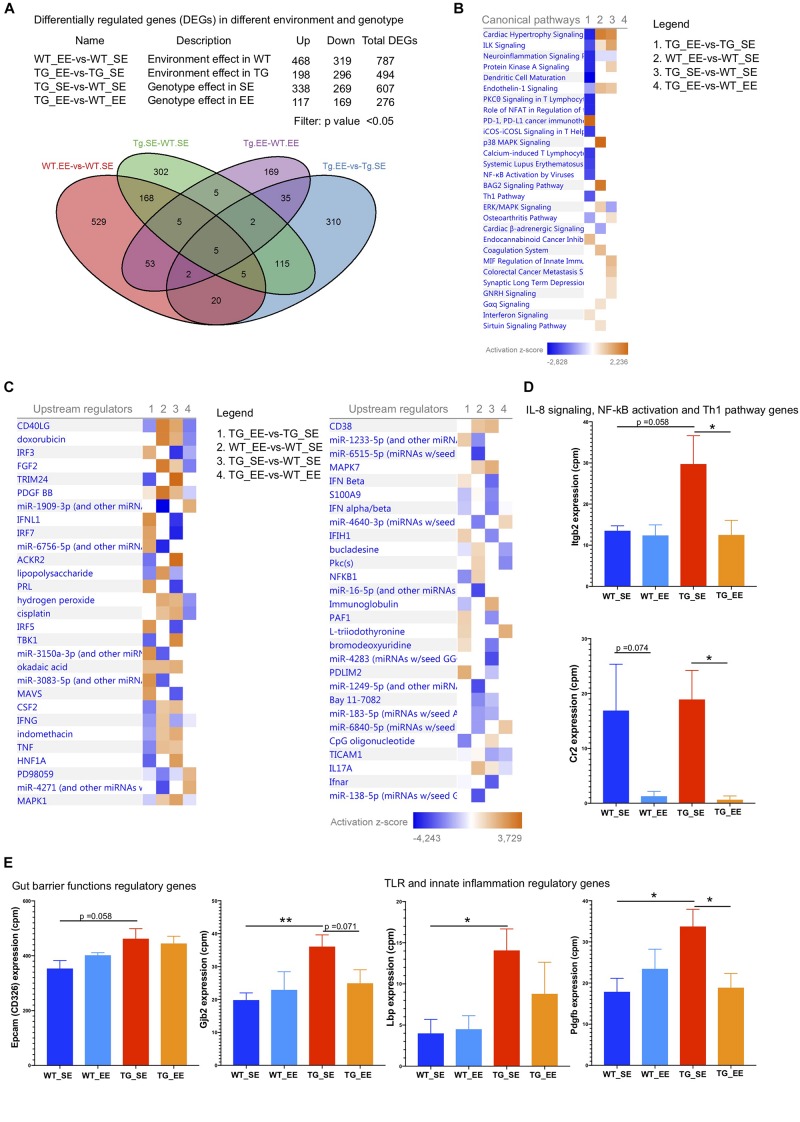
Enriched environment reduces the inflammatory and other signaling pathway genes. **(A)** The differential gene regulations in between the different genotypes and environment. Several genes were upregulated/downregulated based on the four different comparisons including WT_EE-vs-WT_SE, TG_EE-vs-TG_SE, TG_SE-vs-WT_SE and TG_EE-vs-WT_EE. Venn diagram showed the common genes in different environment and genotypes. **(B)** Canonical pathways for the four different comparisons 1. TG_EE-vs-TG_SE, 2. WT_EE-vs-WT_SE, 3. TG_SE-vs-WT_SE and 4. TG_EE-vs-WT_EE based on Ingenuity pathway analysis (IPA). IPA suggested that most of the genes with inflammation pathways including neuroinflammation signaling, protein kinase A signaling, dendritic cells maturation, PKC signaling in T lymphocytes, NFAT in regulation of immune cells, iCOS-iCOSL signaling, NF-kB activation by viruses and Th1 pathways were downregulated in TG (normalized with SE state) compared with WT (normalized with SE state) during enriched conditions. Only PD-1, PD-L1 cancer immunotherapy was upregulated in enriched environment TG animals. **(C)** Most of the inflammatory upstream mediators/regulators were downregulated in TG (EE-vs-SE) compared with WT (EE-vs-SE) state. **(D)** IL-8 signaling, NF-kB activation and Th1 pathways genes (Itgb2 and Cr2) were significantly downregulated in EE conditions in TG group. **(E)** Gut barrier functions regulatory genes (Epcam and Gjb2) were tended to be upregulated in SE conditions in SNCA-TG compared with WT and EE state tended to have reduced expression. Similarly, TLR and innate inflammatory regulatory genes (Lbp and Pdgfb) were significantly upregulated in SNCA-TG compared with WT in SE state and enriched environment downregulated both the genes in SNCA-TG (EE-vs-SE), however, effect was not prominent in WT (SE-vs-EE). All the data are presented in means ± SEM of *n* = 4–5 feces samples per group. *p*-Value was considered significant if it was less than or equal to 0.05 (^∗^*p* ≤ 0.05, ^∗∗^*p* ≤ 0.01) using One-way ANOVA and a *post hoc* Tukey test or/and Student’s *t*-test unpaired *t*-test.

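Lbp lies on the plus strand of chromosome 2 of GRCm38 from 158306493 to 158332852. It had 0 to 3 counts per mouse in both environments, so that every mouse was at or under the floor and no fold change is given. The normalized values were 4.02 ± 3.38 CPM (SD, n = 4) in WT_SE and 4.52 ± 3.63 CPM (SD, n = 5) in WT_EE. No difference in Lbp was detectable at this depth (adjusted p = 0.989 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pdgfb lies on the minus strand of chromosome 15 from 79995874 to 80014977. It had 3 to 8 counts per WT_SE mouse and 4 to 13 counts per WT_EE mouse, or 17.9 ± 6.53 CPM (SD, n = 4) and 23.4 ± 10.4 CPM (SD, n = 5). The log2 fold change of Pdgfb was 0.36 (standard error 0.40), and the groups overlapped (exact permutation test, two-sided, p = 0.389). The lowest WT_SE value of Pdgfb, 8.20 CPM in mouse 5, stood apart from the other WT_SE mice at 20.3 to 22.3 CPM.

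**Figure D2:**
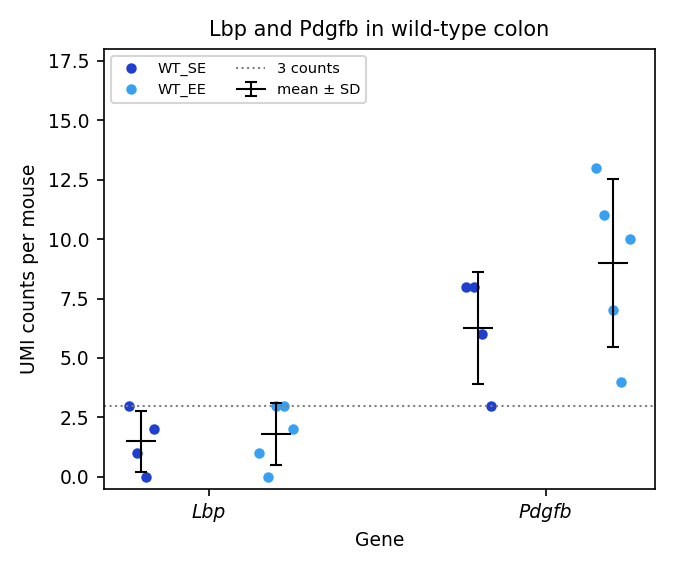
Counts of Lbp and Pdgfb in the colon of WT_SE and WT_EE mice on a linear axis. Each point is 1 mouse, black marks give the mean ± SD and the dotted line the floor of 3 counts; all Lbp points lie at or under that floor, and the Pdgfb points of the 2 groups overlap.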

## Discussion

To study and understand the impact of the gut microbiome in the pathophysiology of PD in patients, complex methodologies using large study groups over a long range of time would be required to eliminate factors such as body mass index, age, exposure to antibiotics, diet or ethnicity. Moreover, it would also be critical to find patients in the preclinical stage not experiencing any non-motor (such as gastrointestinal, sleep disorders) or motor symptoms. In the current state, studying microbiome is based on static studies, meaning that continuous measurement in a controlled environment is extremely challenging to perform in patient cohorts. From this perspective, we are convinced that studying the clear genetic form of Synucleinopathy is providing a more robust datasets which are simpler to interpret due to the limited amount of confounding effects. Moreover, in the context of immune response, inbred animal models kept in a Specified Pathogen Free (SPF) environment present a similar advantage than for the microbiome study. Last but not least, genetic models present a reproducible evolution of the disease allowing pre-symptomatic analysis which cannot be performed on a sporadic disorder like PD. To tackle these problems, rodent models such as mice or rats are an excellent alternative and the way forward to identify and perform functional and mechanistic research on host-microbe interactions as they allow manipulation of the genome, environment, and gut microbiome composition (Nguyen et al., 2015).

In this study, we are reporting that the microbiome is influenced by the expression of human SNCA in our PD mouse model. Importantly, this study also shows that changes in the gut microbiota composition is observed with an increased inflammatory milieu in the gut in SE conditions in 12 months (older) SNCA-TG age group animals, no difference observed in the microbiome diversity and composition in 6 months (young) age group animals (WT and SNCA-TG). Interestingly, a decrease of *Lactobacillus* observed in our study correlates with a recent report in PD patients and appears to be associated with motor impairment (Scheperjans et al., 2015; Unger et al., 2016). We suggest that these changes may be the consequence of the presence or the accumulation of human α-Syn in the GIT of this animal model rather than the cause of the accumulation. In our study, animals from both genotypes were maintained separately in a conventional standard environment and this change in the gut microbiome abundance could be due to ‘after birth’ colonization of pups by microbiota (also termed maternal effects). However, multiple studies have highlighted that the individuality in gut microbiota composition is more affected by environmental effects such as cohort or litter size than by family (Hsiao et al., 2013). To address this question, we kept the animals in the enriched environmental conditions (Wassouf et al., 2018) and found that indeed enriched conditions are able to affect the gut microbiome composition and inflammation in SNCA-TG mice. Therefore, our studies suggest that the environment plays an important role in the modulation of the microbiome composition in the mouse model despite any potential maternal effects.

Furthermore, it is not really surprising that the microbiota α-diversity in our animal SNCA-TG model was not different from WT animals as histological staining did not reveal any known acute inflammatory phenotype. Transcriptomics data from the colon revealed that indeed enriched environment (enriched housing conditions, enhanced sensory stimulation and co-housing, etc.) reduces the inflammatory genes which could be involved in various canonical inflammatory pathways. Our data points out that the “host-microbiome-environment” could play a pivotal role in PD progression as most of the transcriptomics changes related with inflammation occurred in the SNCA-TG mice model in enriched environment. It would have been interesting to test, if metabolism, immunity or hormones would have been modulated in the gut of SNCA-TG mice before or after the shift of microbiota to highlight any potential physiological dysregulation of the gut which could have been induced by immunity or metabolism dysfunction. The exact impact of the microbiome in the development of α-Syn accumulation in the SNCA-TG animals should now be investigated using germ-free conditions or applying broad-spectrum antibiotics. However, uses of antibiotics or germ-free conditions have their own limitation to manipulate the bacterial diversity and maintenance of the host physiology (Langdon et al., 2016). Here, in the current study, we used the enriched environment as a direct intervention to manipulate the bacterial diversity. Earlier studies in the cancer mouse model also suggested that EE environment likely underlie the profound improvement in the survival of colon-tumor bearing mice (Bice et al., 2017; Fuller et al., 2018). Henceforth, enriched environment could be vital to module different diseases including neurodegeneration. Moreover, future studies in PD need to point out whether microbiota can influence the expression levels of α-Syn and if the injection of α-Syn fibrils could lead to changes of gut microbial composition similar to the one observed in our animal model.

In summary, we have shown that mice overexpressing the complete human *SNCA* gene present an expression of transgenic protein in muscular and mucosal layers of the large intestine. Our study also shows that these animals present a shift of bacterial genera similar to that observed in PD patients and not related to potential impairment of locomotor activity. All together, we propose that mice overexpressing the human *SNCA* gene represents a good model to study the impact of the gut microbiome in connection with the expression of α-Syn and low-grade inflammation. Further studies in the animal models are required to challenge or manipulate the gut bacteria, in regard to the low-grade inflammation, either by using individual bacteriophages in combination with neurotoxic compounds (6-hyroxydopamine, paraquat, MPTP, etc.) will help us to unravel the Parkinson’s disease pathology including the non-motor as well as motor phenotypes.

## Data Availability Statement

All datasets generated and analyzed for this study are included in the manuscript/Supplementary Files. RNA-seq data used in this study can also be found on publicly available database on NCBI’s Gene Expression Omnibus under GEO accession: GSE137213. The raw 16S rRNA sequencing data set can also be available to other researchers on a reasonable request.

## Ethics Statement

All animal experimental protocols used in this study is strictly adhered to the international standards for the care and use of laboratory animals and were approved by the local Animal Welfare and Ethics committee of the Country Commission Tübingen, state of Baden-Württemberg, Germany (TVA HG 4/11).

## Author Contributions

YS and NC designed the study, performed the research, analyzed the data, made the figures, and wrote the manuscript. ME-H and JA helped with 16S rRNA data analysis and bioinformatics meta data analysis. UK and LQ-M designed, performed, and analyzed the histology. ZW performed the animal experiments. JS-H helped with animal experiments and study design. DH helped with study design and data analyses. OR designed the study, acquired the funding, and wrote the manuscript. All authors read the manuscript, and approved to be co-authors on the manuscript and have substantial contribution in the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Enriched Environmental Conditions Modify the Gut Microbiome Composition and Fecal Markers of Inflammation in Parkinson’s Disease
**Source:** Front Neurosci. 2019 Oct 15;13:1032. doi: 10.3389/fnins.2019.01032
**Supplement:** FIGURE S1 — Human α-Syn expression in GIT. (A) Expression of the transgenic human α-Syn protein was investigated by IHC in different parts of the GIT namely stomach, ileum, jejunum, cecum, colon, rectum to be expressed the α-Syn protein. (B) Double immunofluorescence staining from the SNCA-TG colon suggests the presence of total α-Syn (human and mouse α-syn: #610786 BD Biosciences) in enteric neurons labeled with the synaptic markers MAP2, the neuronal markers neurofilament (NeuN), the dopaminergic marker TH, and the inflammatory marker GFAP (in 20×). Red and green color-coded staining shows the respective antibodies staining.

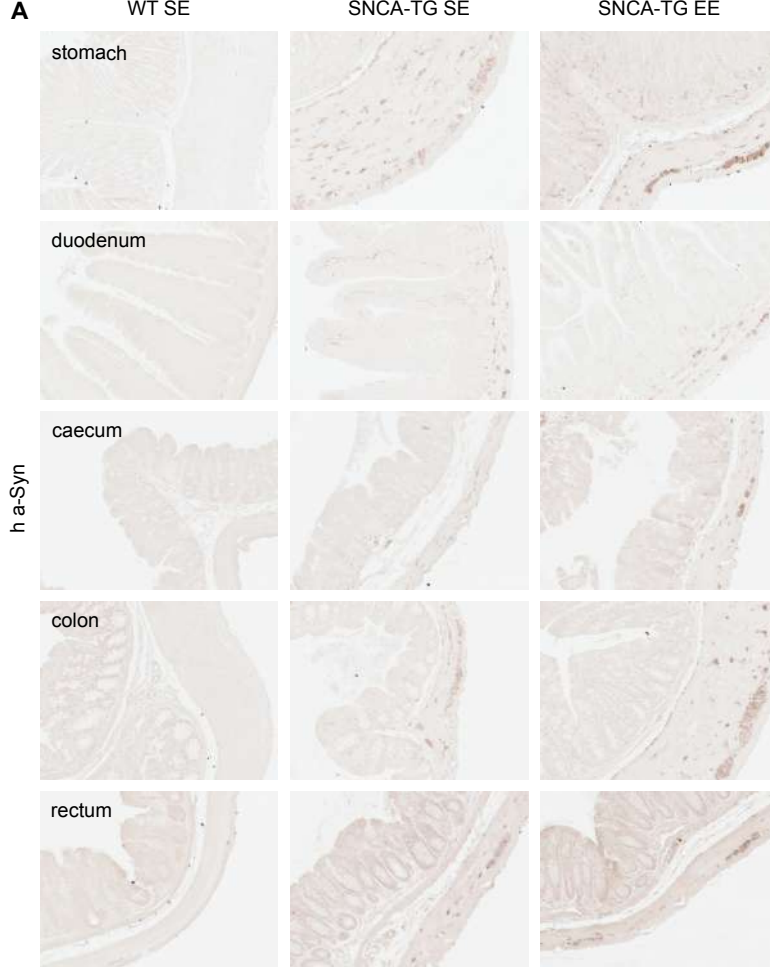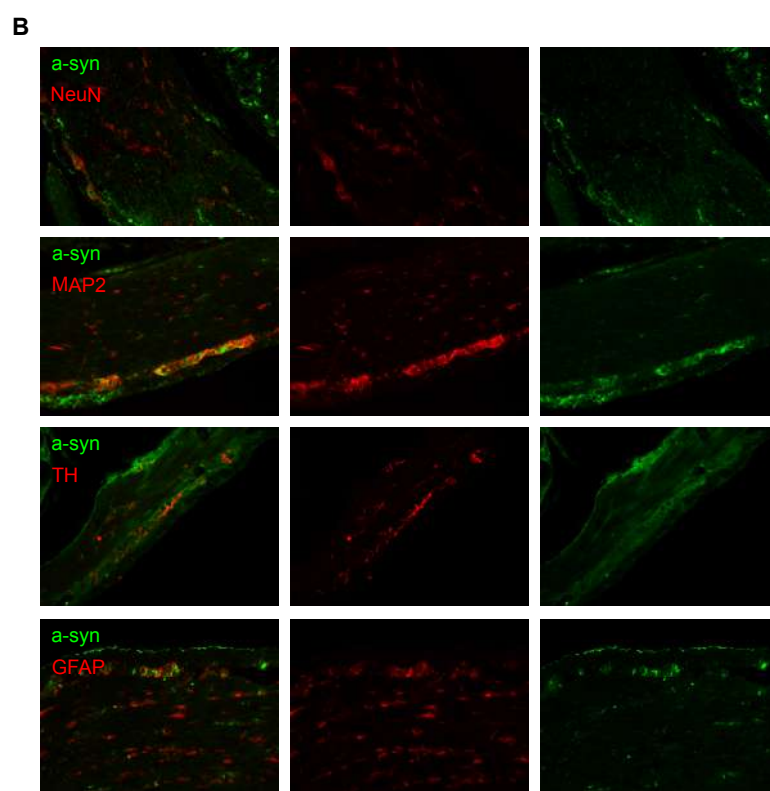

**A**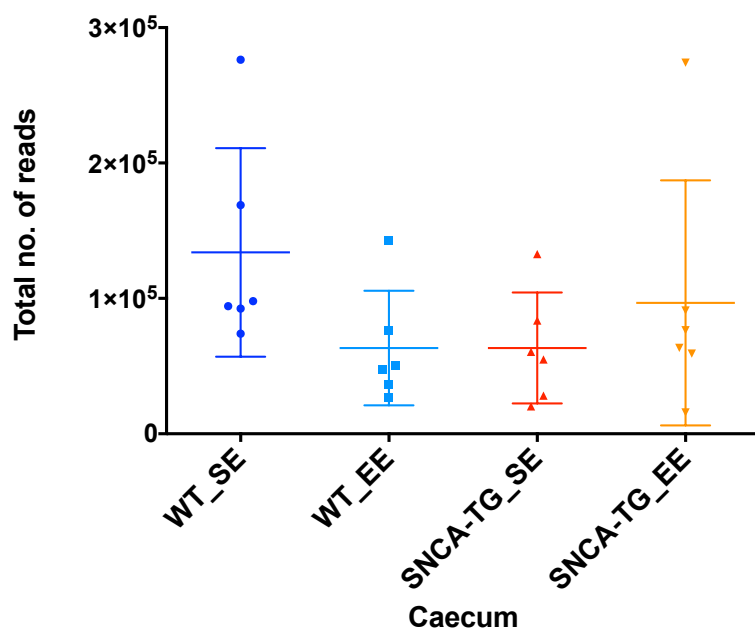**B**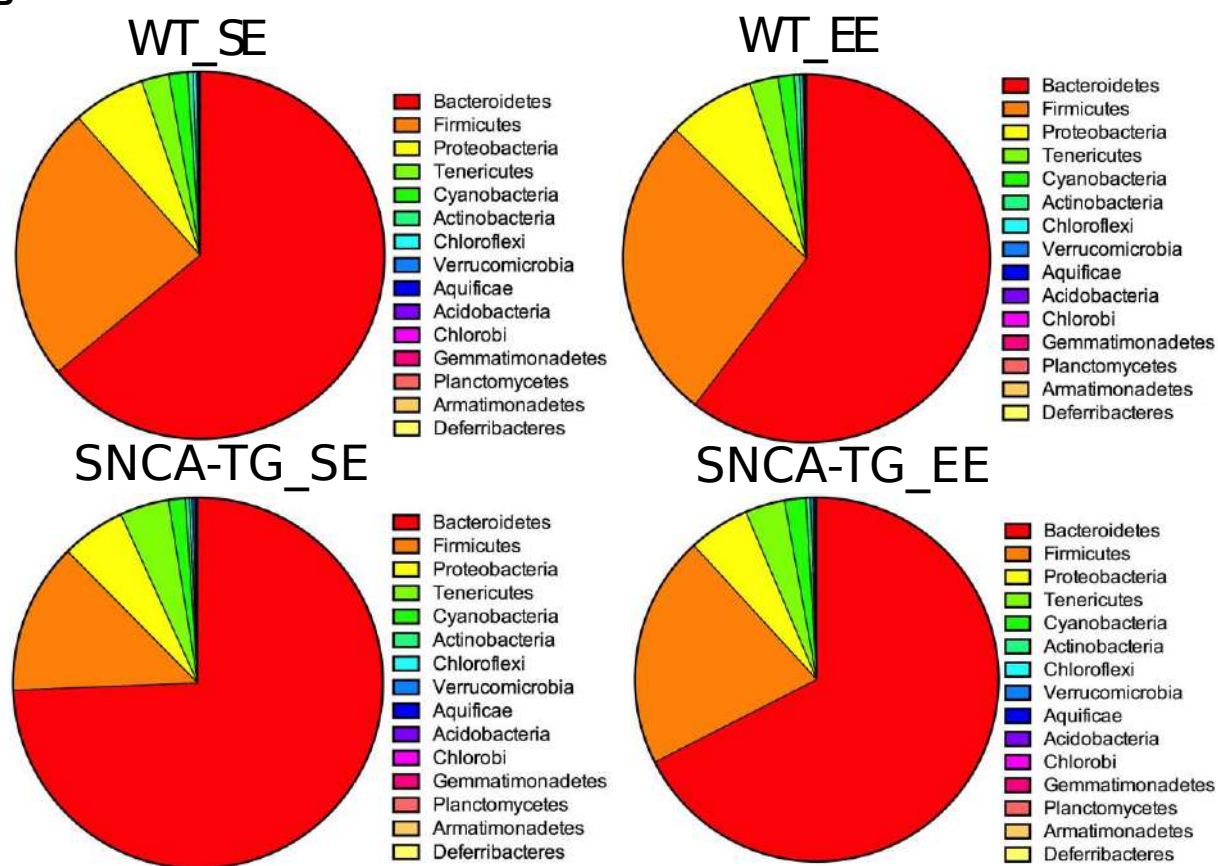**C**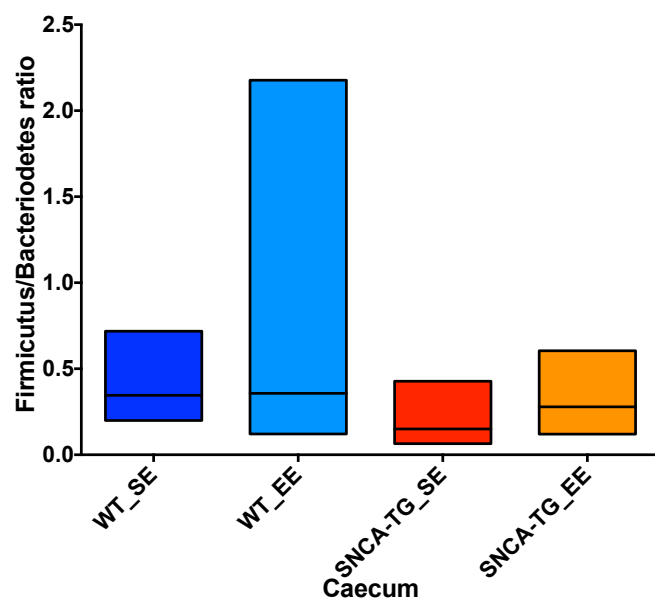

A

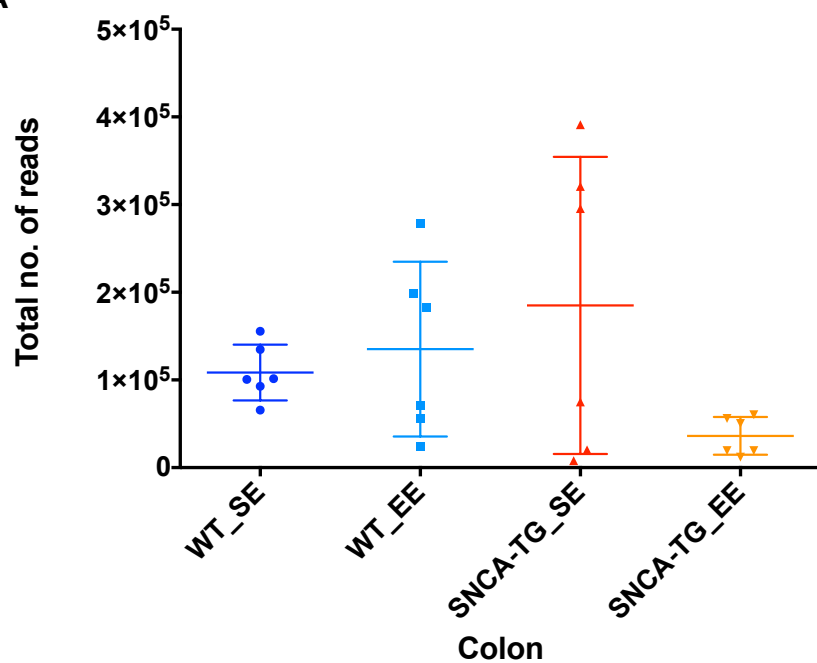

B

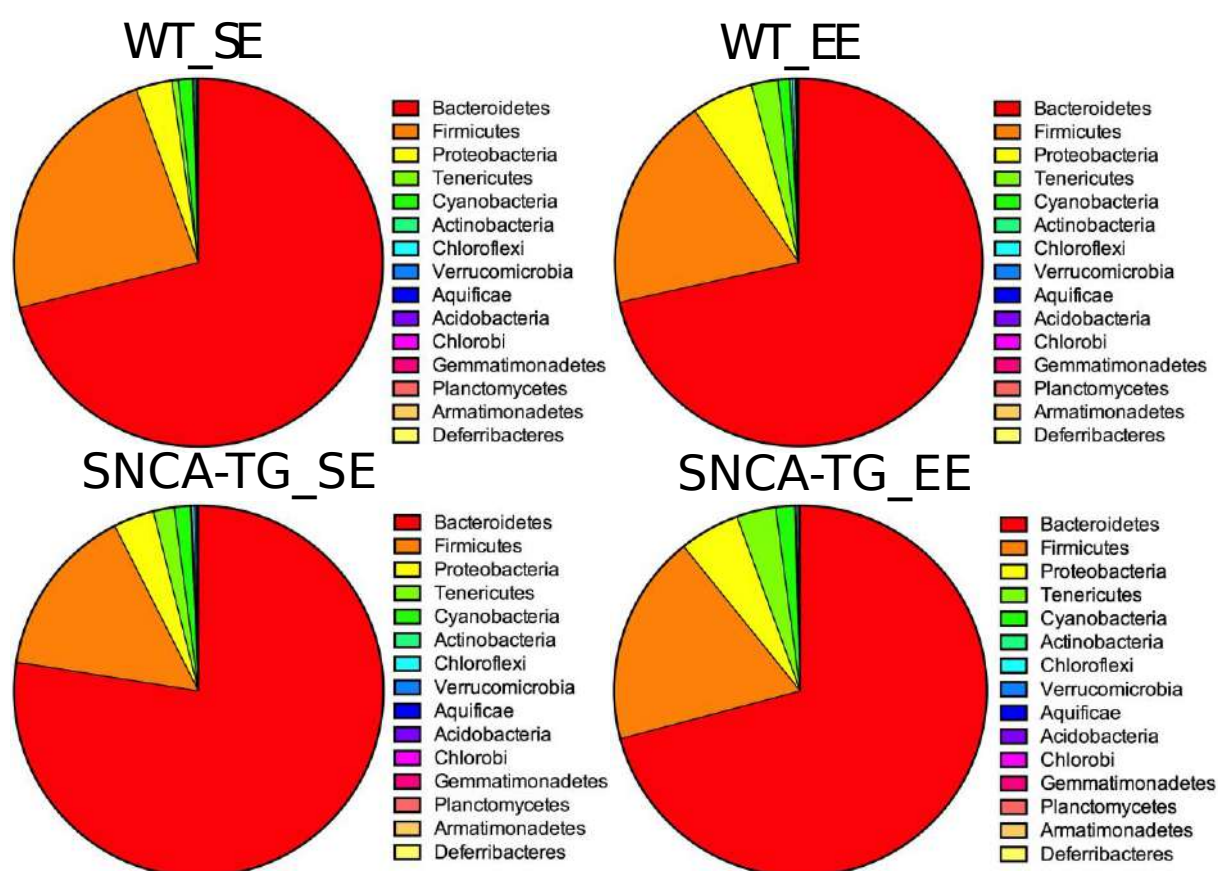

C

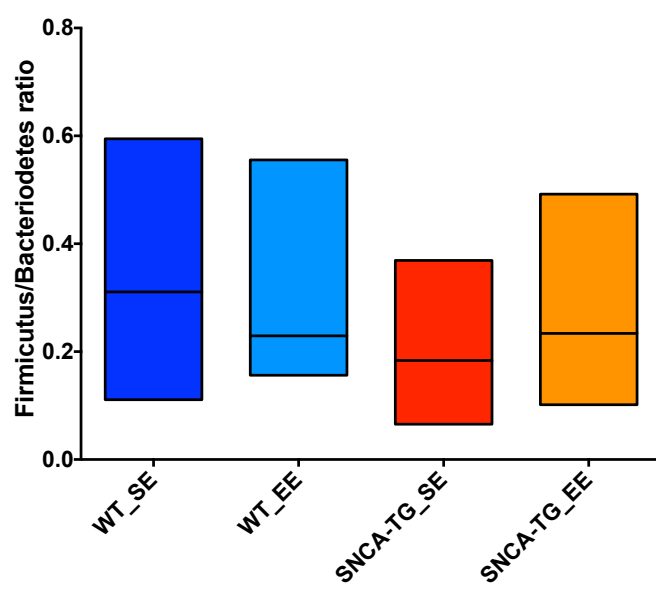

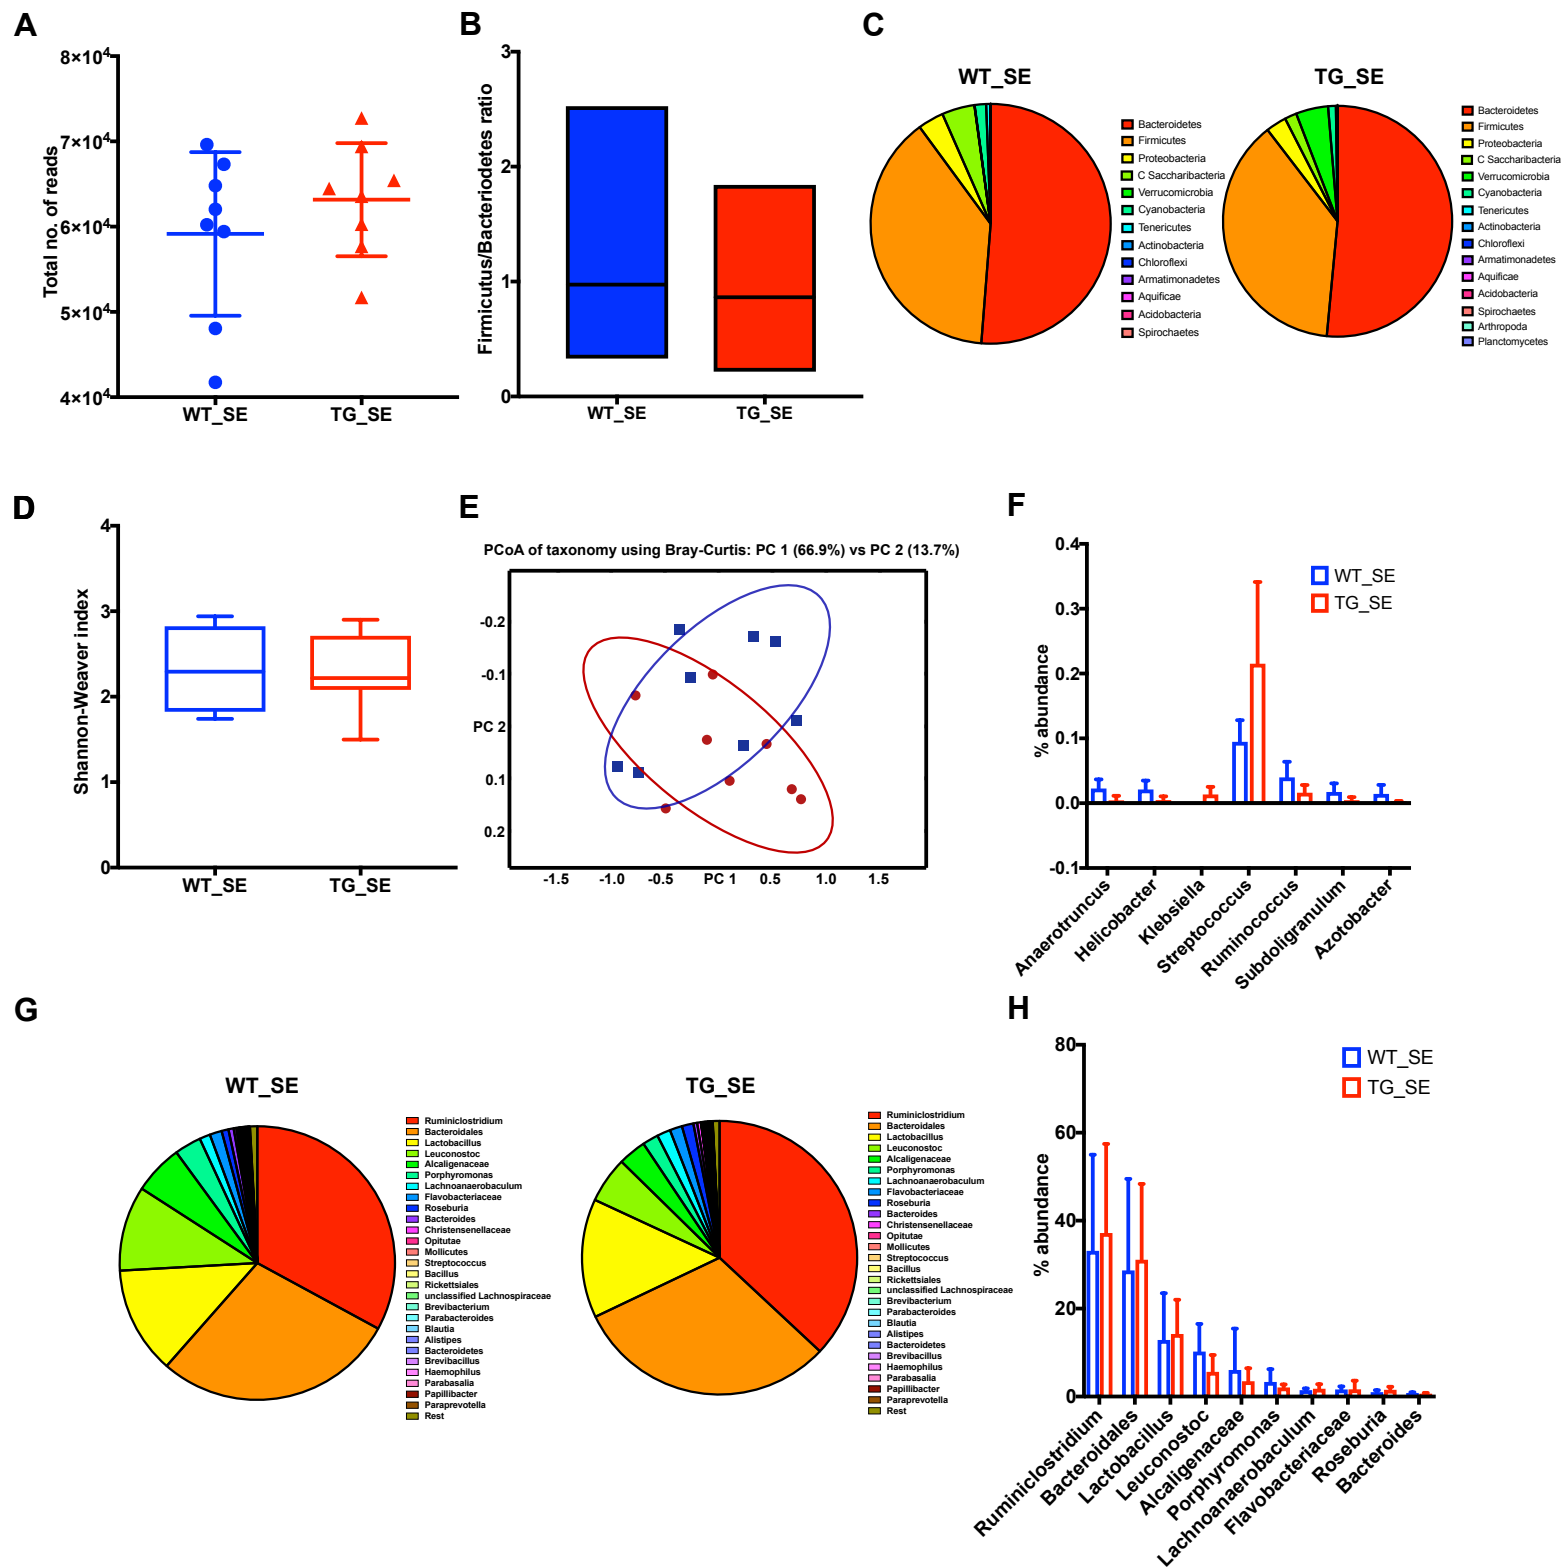

A

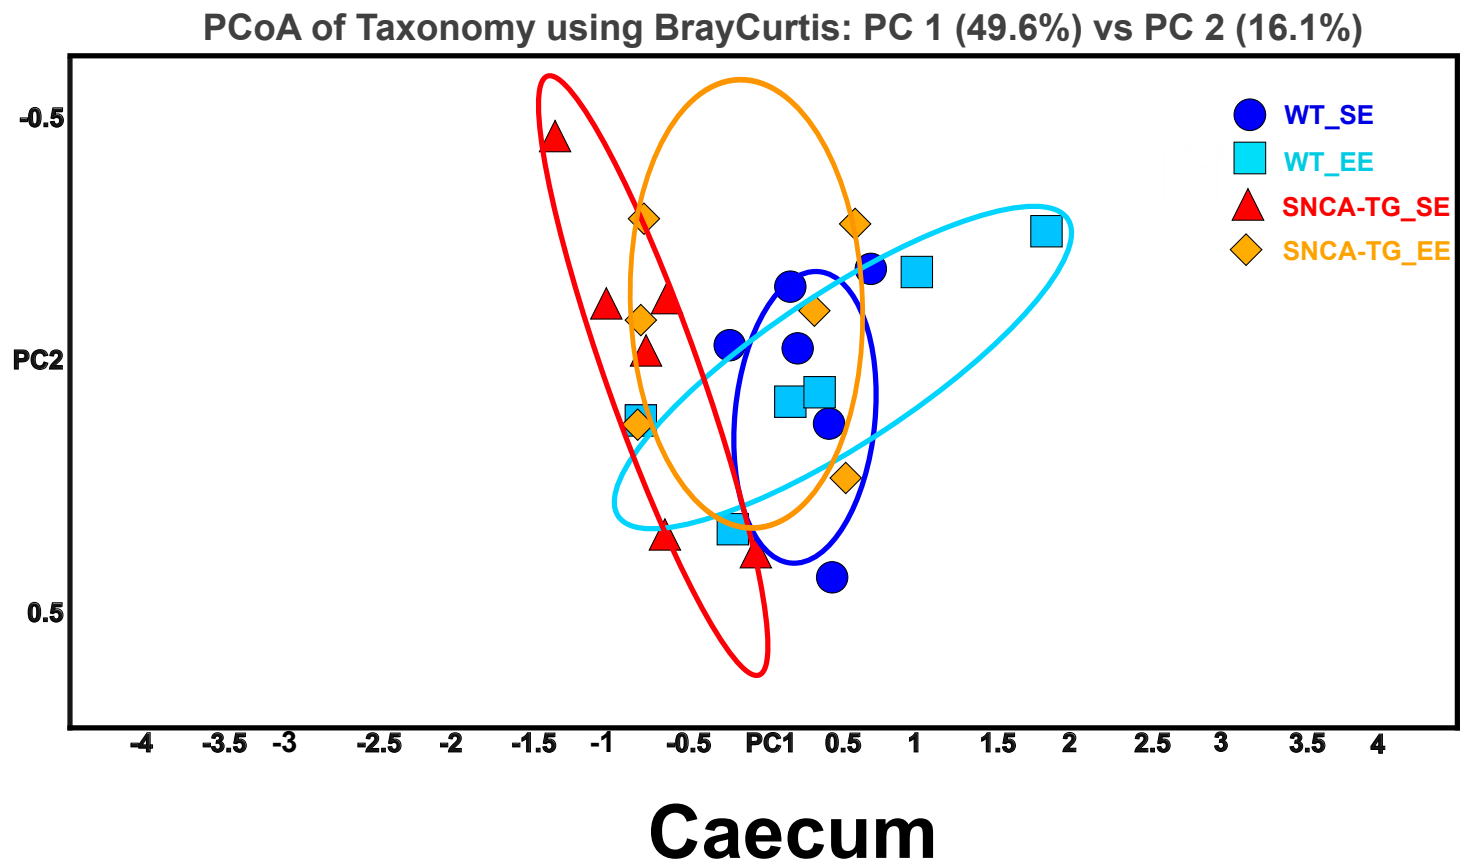

B

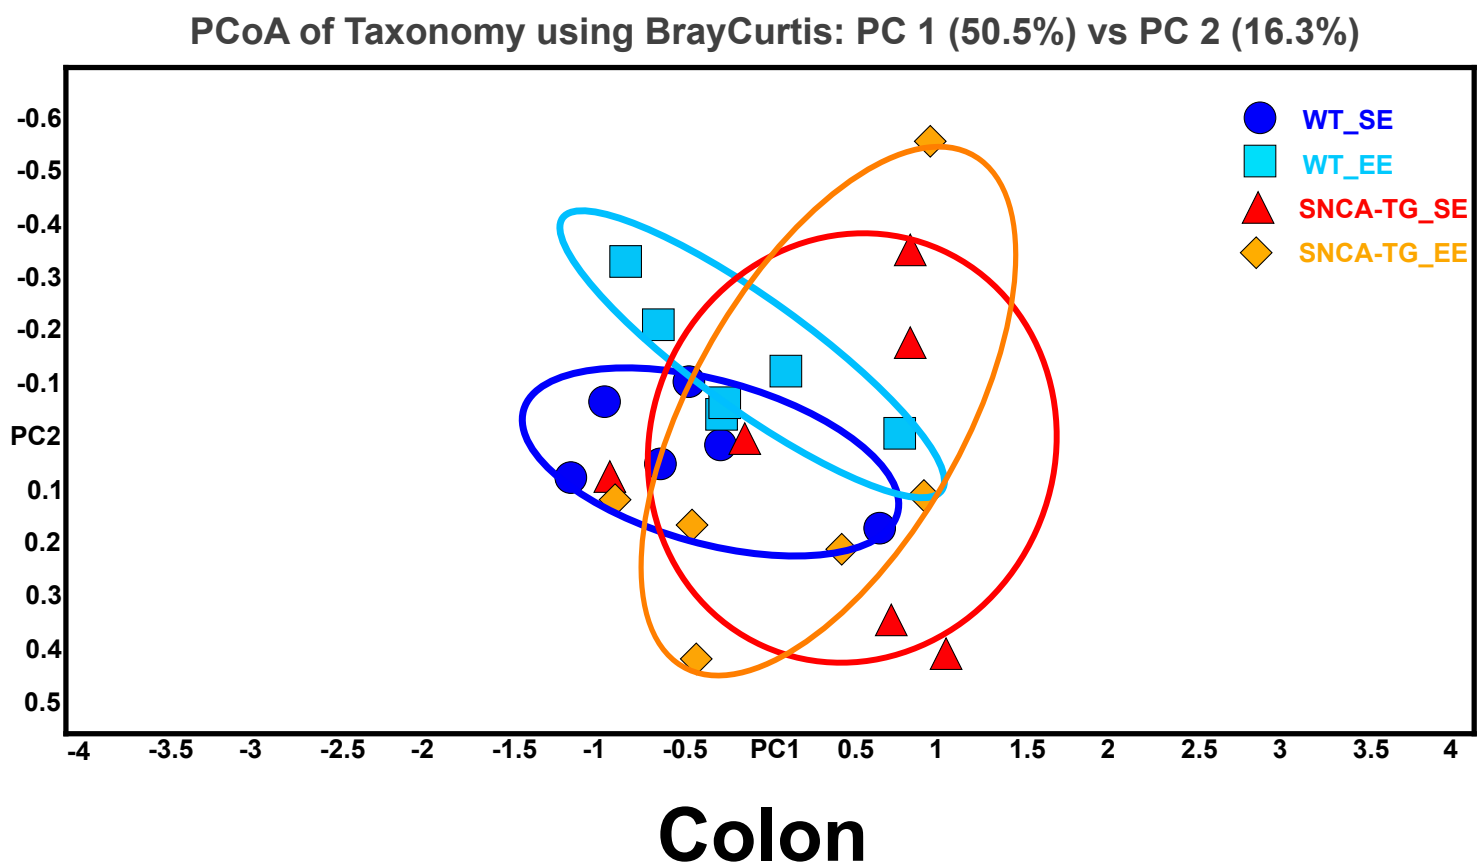

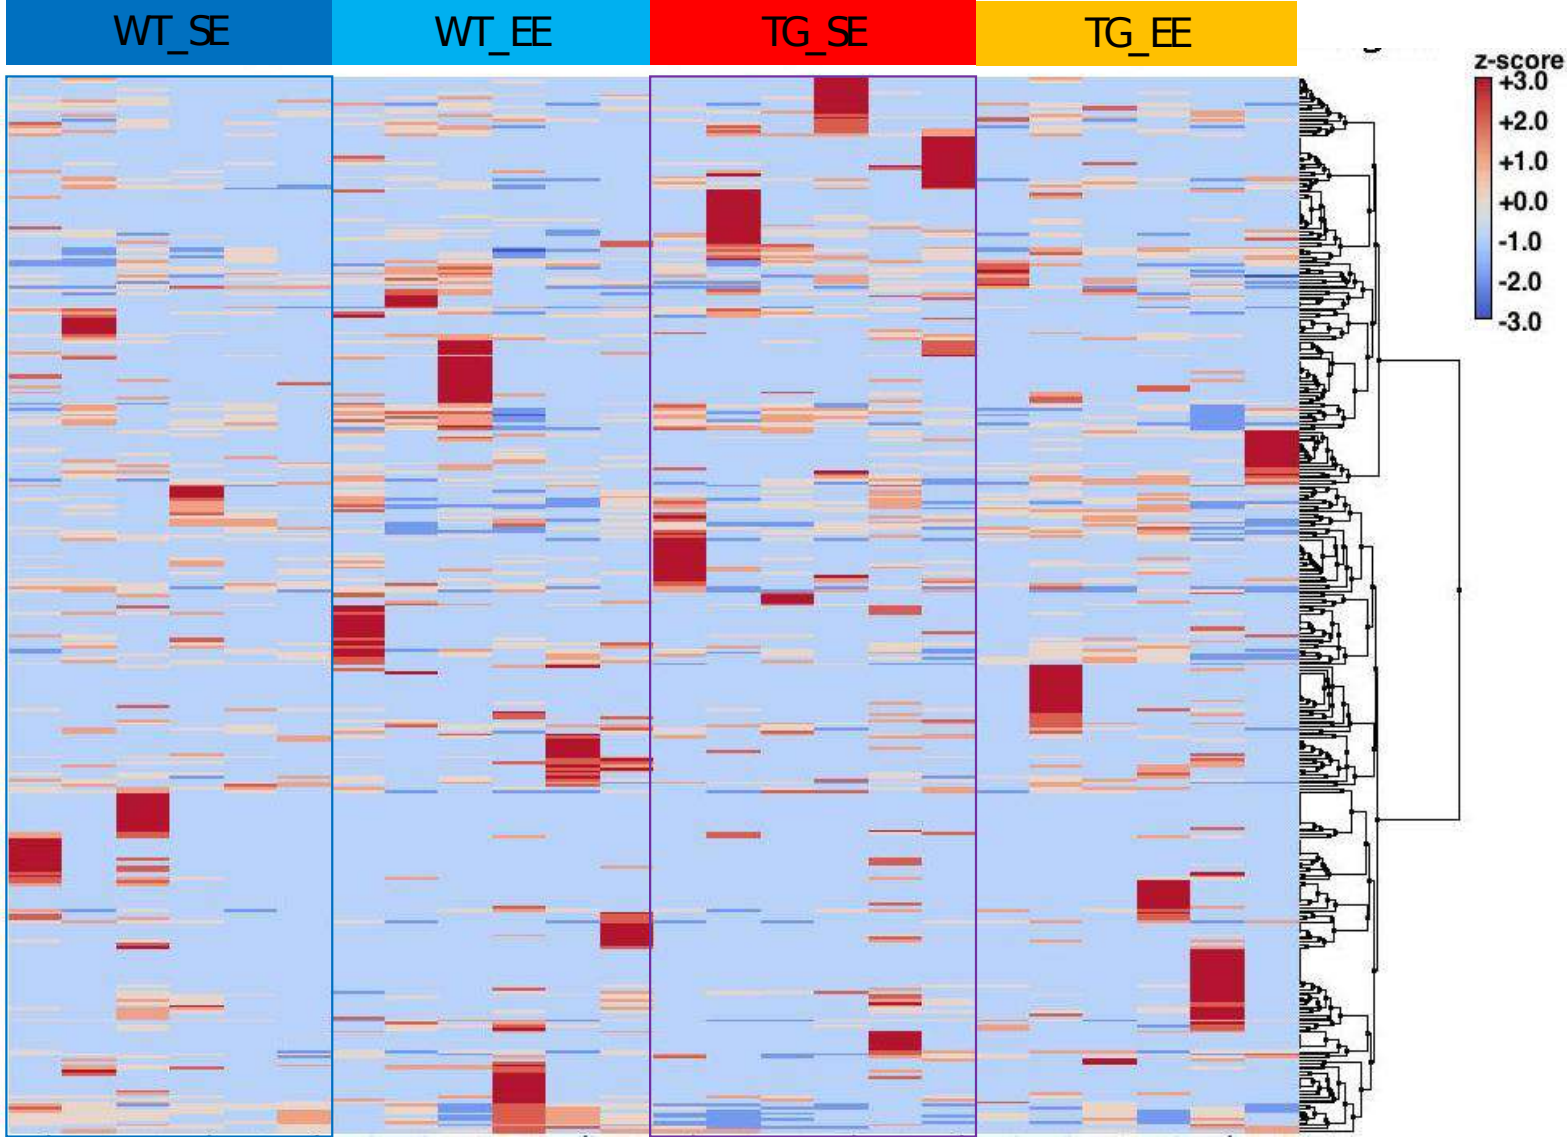

Suppl. Fig. 6

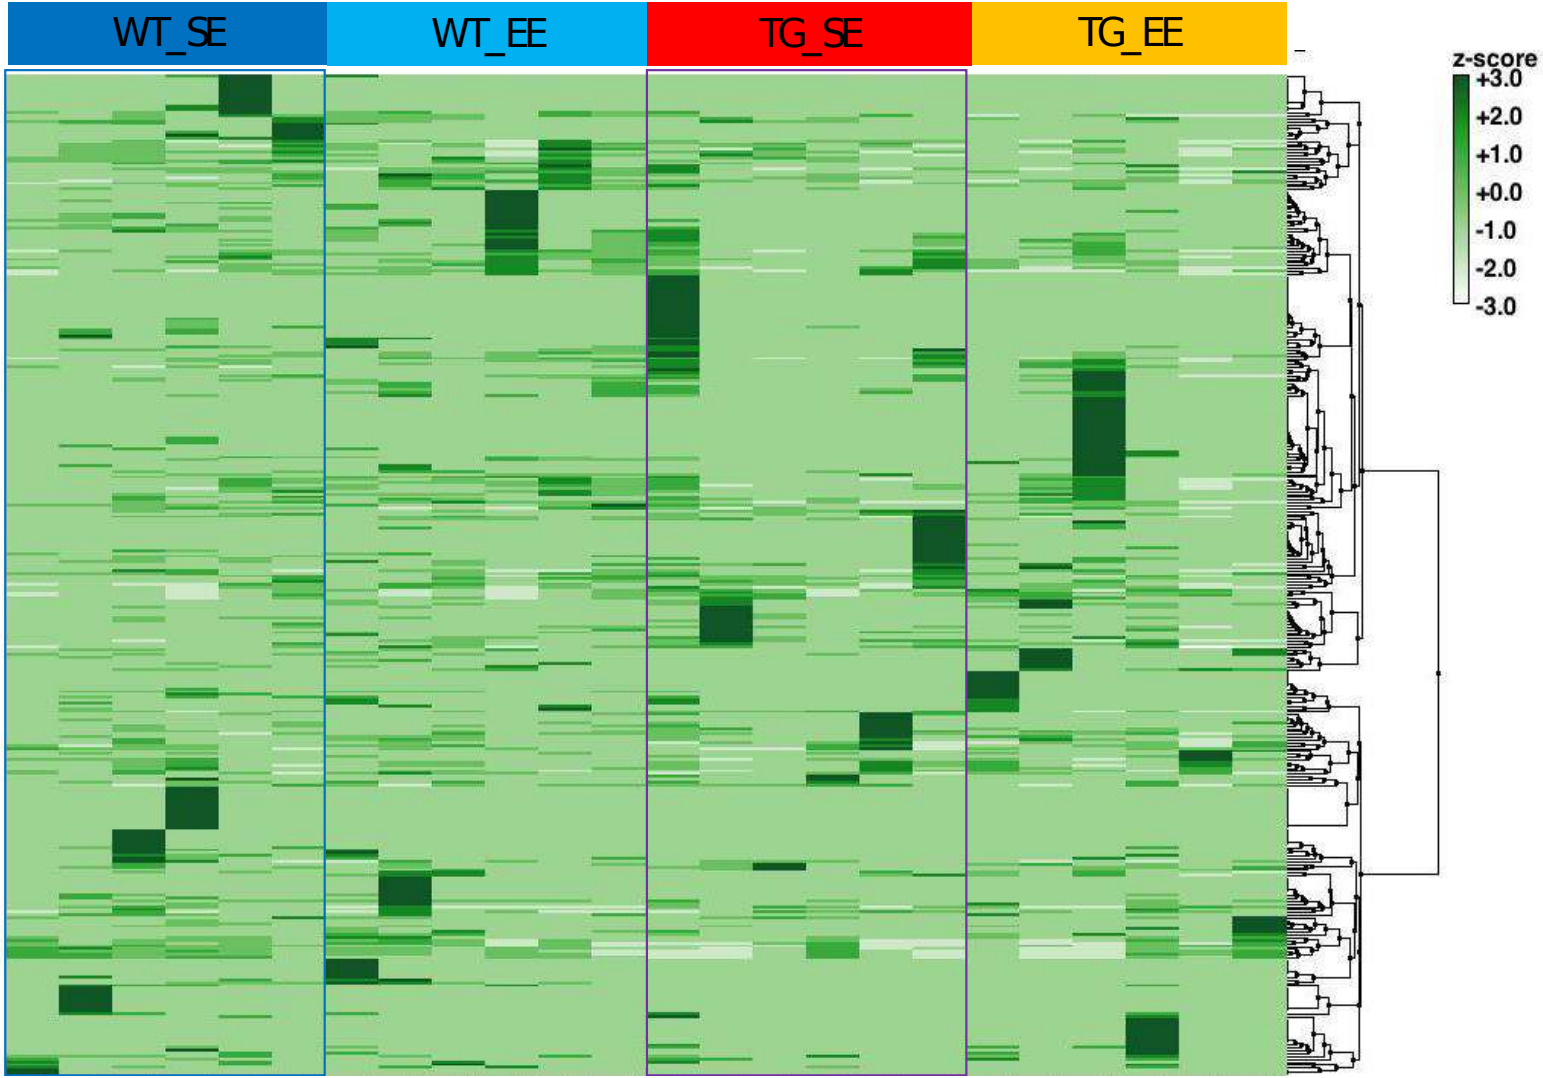

Suppl. Fig. 7

**A**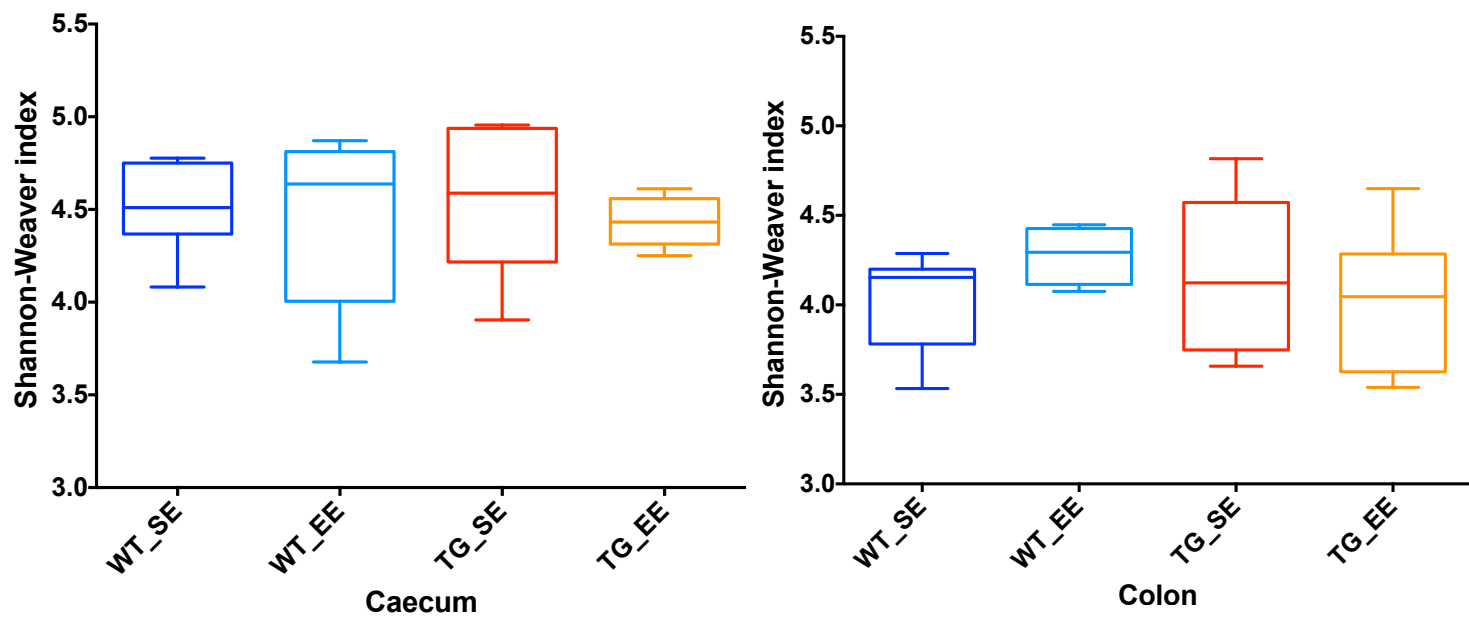**B**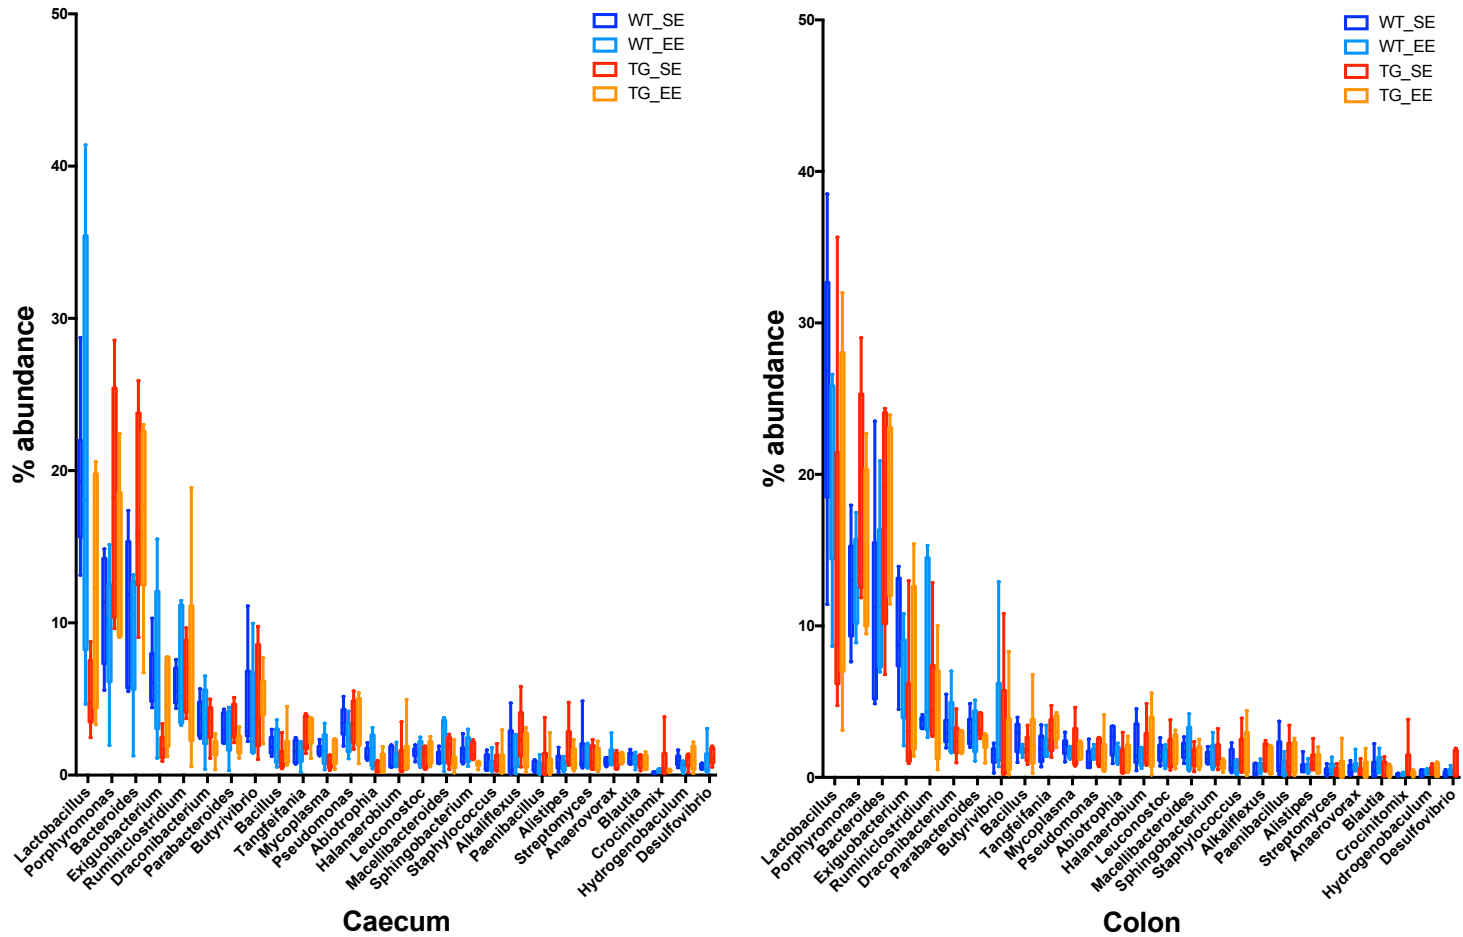

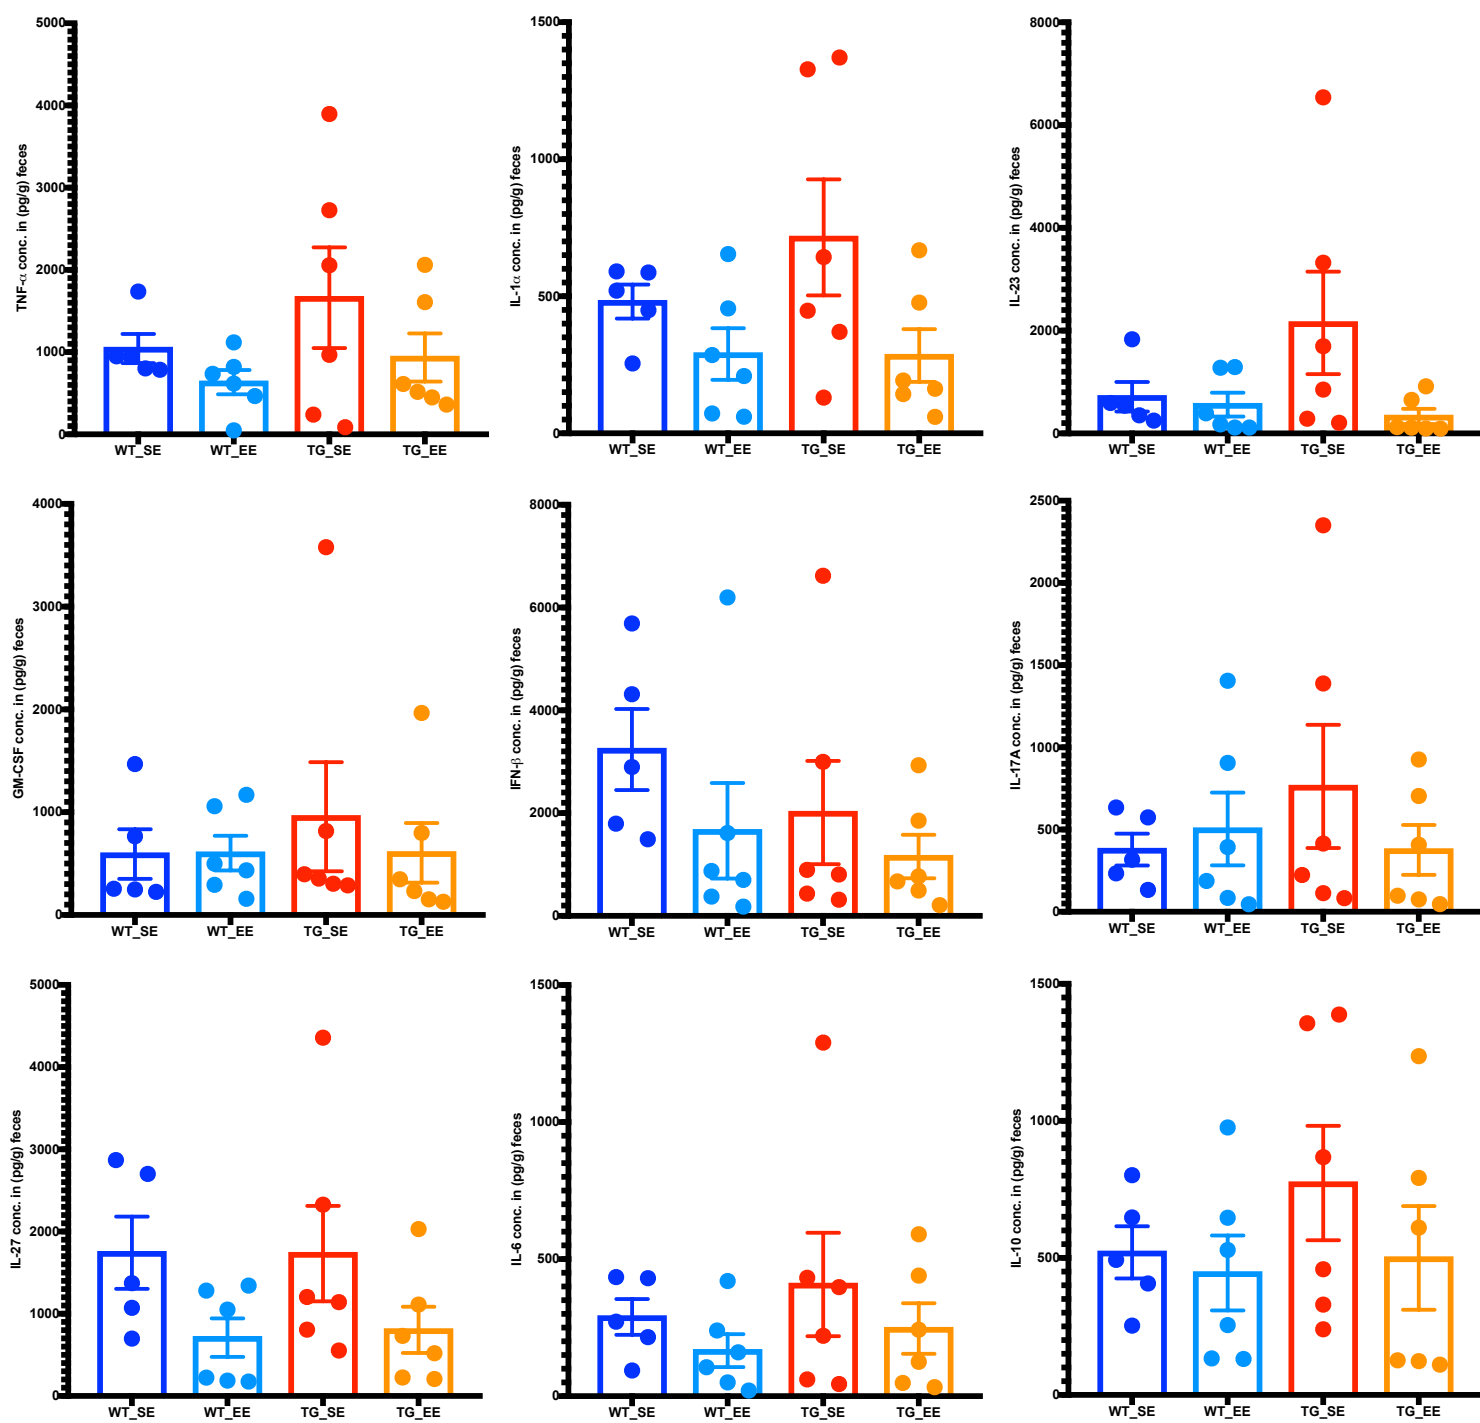

**A**

Neuroinflammatory signaling, Th1 pathway and PD-1, PD-L1 immunotherapy pathway genes

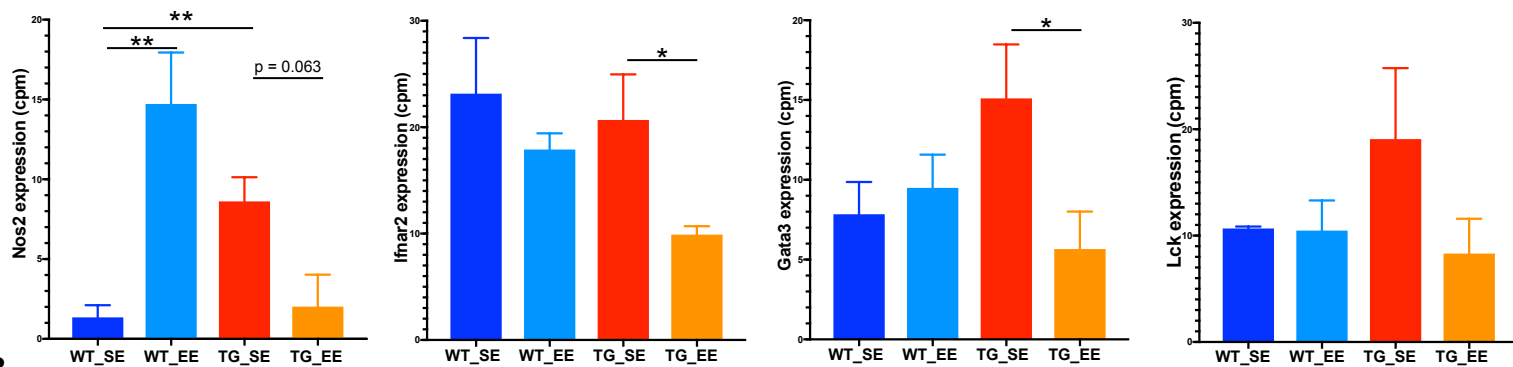**B**

Other genes involved in pro/anti-inflammatory signaling pathway

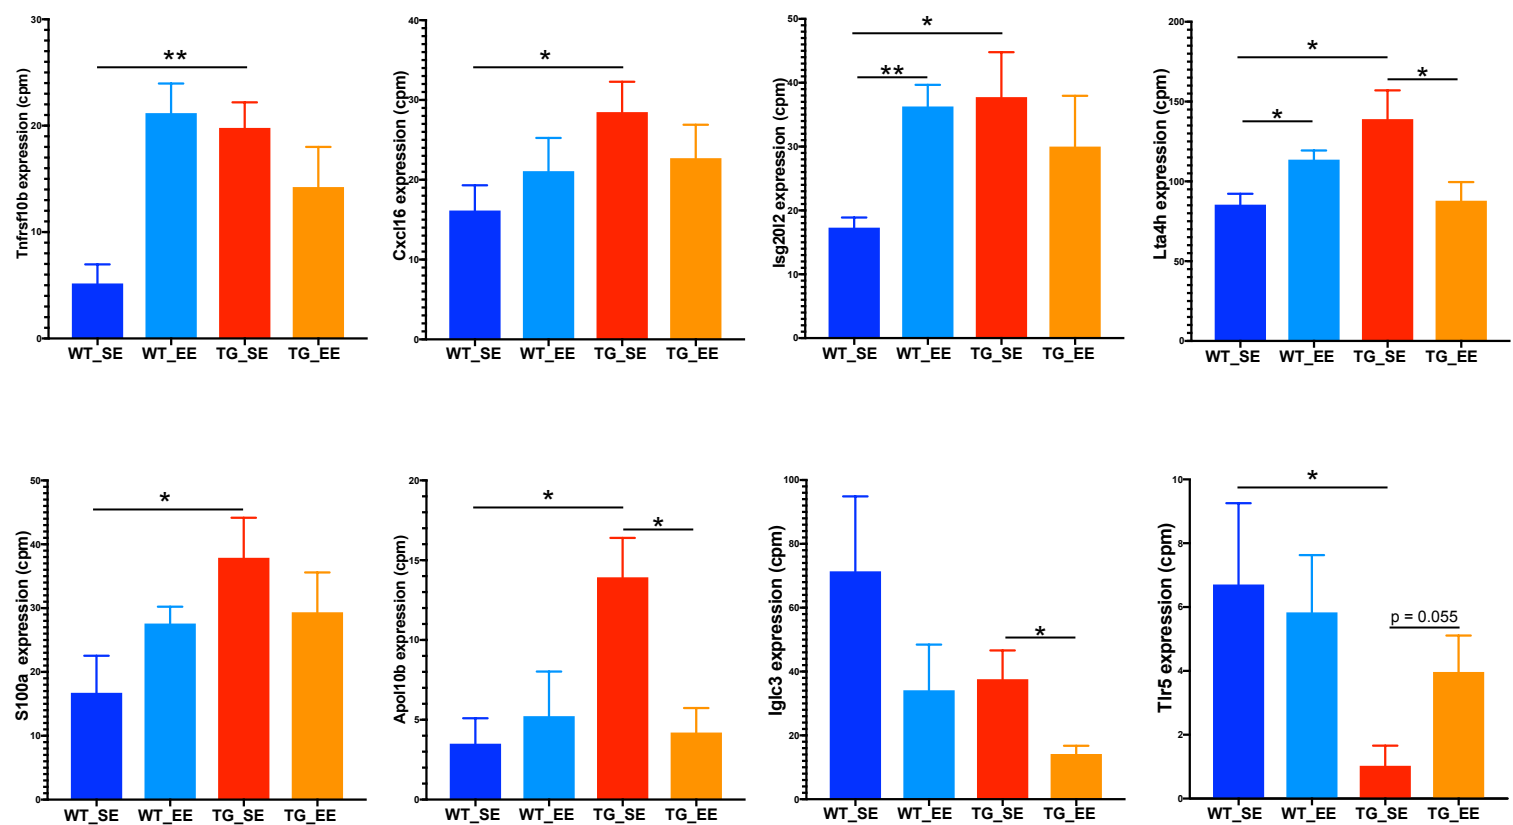

Table 1: Canonical pathways comparisons

| Canonical Pathways                                       | TG_EE-<br>TG_SE | WT_EE-<br>WT-SE | TG_SE-<br>WT_SE | TG_EE-<br>WT_EE |
|----------------------------------------------------------|-----------------|-----------------|-----------------|-----------------|
| Cardiac Hypertrophy Signaling (Enhanced)                 | -2.53           | 1.89            | 1.667           | N/A             |
| ILK Signaling                                            | -2              | 0.447           | 1.342           | N/A             |
| Neuroinflammation Signaling Pathway                      | -2.449          | -0.378          | -0.378          | N/A             |
| Protein Kinase A Signaling                               | -2.449          | 0               | 0.707           | N/A             |
| Dendritic Cell Maturation                                | -2.828          | N/A             | N/A             | N/A             |
| Endothelin-1 Signaling                                   | -1              | 1               | 0.816           | N/A             |
| PKC $\theta$ Signaling in T Lymphocytes                  | -2.449          | N/A             | N/A             | N/A             |
| Role of NFAT in Regulation of the Immune Response        | -2.449          | N/A             | N/A             | N/A             |
| PD-1, PD-L1 cancer immunotherapy pathway                 | 2.236           | N/A             | N/A             | N/A             |
| iCOS-iCOSL Signaling in T Helper Cells                   | -2.236          | N/A             | N/A             | N/A             |
| p38 MAPK Signaling                                       | N/A             | 2.236           | N/A             | N/A             |
| Calcium-induced T Lymphocyte Apoptosis                   | -2.236          | N/A             | N/A             | N/A             |
| Systemic Lupus Erythematosus In T Cell Signaling Pathway | -2.121          | 0               | N/A             | N/A             |
| NF- $\kappa$ B Activation by Viruses                     | -2              | N/A             | N/A             | N/A             |
| BAG2 Signaling Pathway                                   | N/A             | 2               | N/A             | N/A             |
| Th1 Pathway                                              | -1.89           | N/A             | N/A             | N/A             |
| ERK/MAPK Signaling                                       | N/A             | 0.707           | -1              | N/A             |
| Osteoarthritis Pathway                                   | -1              | 0               | 0.447           | N/A             |
| Cardiac $\beta$ -adrenergic Signaling                    | N/A             | -1              | 0               | N/A             |
| Endocannabinoid Cancer Inhibition Pathway                | 1               | N/A             | N/A             | N/A             |
| Coagulation System                                       | N/A             | 1               | N/A             | N/A             |

Table 2: Upstream regulators

| Upstream Regulators           | TG_EE-<br>TG_SE | WT_EE-<br>WT-SE | TG_SE-<br>WT_SE | TG_EE-<br>WT_EE |
|-------------------------------|-----------------|-----------------|-----------------|-----------------|
| CD40LG                        | -1.807          | 3.09            | 2.198           | -2.172          |
| IRF3                          | 1.931           | N/A             | -3.456          | -1.387          |
| TRIM24                        | -2.813          | N/A             | 3.729           | N/A             |
| ACKR2                         | -2.333          | N/A             | 3.606           | N/A             |
| lipopolysaccharide            | -1.996          | 2.519           | -1.42           | N/A             |
| PRL                           | 2.547           | N/A             | -3.212          | N/A             |
| IRF5                          | 2.588           | N/A             | -2.961          | N/A             |
| TBK1                          | -2.621          | N/A             | 2.907           | N/A             |
| CSF2                          | -2.096          | 1.362           | 1.632           | N/A             |
| IFNG                          | -1.735          | 1.48            | -1.503          | -0.363          |
| indomethacin                  | -1.537          | 1.5             | 2.038           | N/A             |
| TNF                           | -1.989          | 1.607           | 1.471           | N/A             |
| HNF1A                         | -2.611          | N/A             | 2.449           | N/A             |
| PD98059                       | -0.476          | -2.124          | -0.61           | 1.788           |
| MAPK1                         | -0.837          | 1.326           | 2.311           | -0.497          |
| E. coli B5 lipopolysaccharide | -2.545          | N/A             | N/A             | -2.341          |
| ITGB1                         | -1.246          | 0.968           | 1.575           | -1.091          |
| POR                           | 2.63            | N/A             | -2.219          | N/A             |
| NFkB (complex)                | -2.389          | 2.445           | N/A             | N/A             |
| tetradecanoylphorbol acetate  | -0.736          | 2.885           | N/A             | -1.091          |
| TGFB1                         | 0.938           | 2.563           | 1.132           | N/A             |
| IRF8                          | -2.193          | N/A             | 2.409           | N/A             |
| beta-estradiol                | -0.656          | 1.412           | 1.783           | 0.7             |
| CD40                          | -0.808          | 1.417           | 2.323           | N/A             |
| IFNA2                         | 0.854           | -0.685          | -2.957          | N/A             |
| PARP9                         | 2               | N/A             | -2.433          | N/A             |
| MYD88                         | -1.548          | 0.589           | -0.14           | -2.152          |
| IFNA1/IFNA13                  | 1.989           | N/A             | -2.38           | N/A             |
| SIRT1                         | -1.387          | N/A             | 2.887           | N/A             |
| VCAN                          | 1.915           | N/A             | -2.359          | N/A             |
| IL13                          | -1.211          | 1.803           | 0.456           | -0.595          |
| Interferon alpha              | 1.289           | 0.186           | -2.526          | N/A             |
| poly rl:rC-RNA                | 0.595           | 1.198           | -2.191          | N/A             |
| IL4                           | -1.803          | 0.619           | 1.07            | -0.215          |
| AHR                           | -0.949          | N/A             | 0.669           | -1.991          |
| IL6                           | -0.09           | 1.462           | 0.795           | -1.208          |
| STAT3                         | -0.458          | 1.454           | 1.57            | N/A             |
| DNASE2                        | -1.974          | N/A             | 1.498           | N/A             |

|                     |        |       |        |        |
|---------------------|--------|-------|--------|--------|
| cyclosporin A       | -1.486 | N/A   | 1.958  | N/A    |
| cyclic AMP          | -1.428 | N/A   | N/A    | -1.961 |
| Tlr                 | N/A    | 2.213 | 1.131  | N/A    |
| CpG oligonucleotide | -2.064 | N/A   | 0.878  | N/A    |
| TICAM1              | -0.192 | 0.2   | -1.47  | -1.069 |
| IL17A               | N/A    | 1.706 | 0.601  | -0.586 |
| TLR4                | -1.49  | 1.079 | 0.287  | N/A    |
| IRF1                | 1.283  | N/A   | -1.477 | N/A    |
| IRF4                | -0.478 | N/A   | 2.236  | N/A    |
| cytokine            | -0.368 | 0.882 | 1.376  | N/A    |
| IL1B                | -0.965 | 0.612 | 0.424  | -0.472 |
| GATA4               | -1.724 | 0.594 | 0.063  | N/A    |
| IL12 (complex)      | -1.247 | N/A   | 1.05   | N/A    |
| IL1RN               | -0.853 | N/A   | 1.086  | 0.277  |
| TLR9                | 0.288  | N/A   | -0.998 | -0.692 |

Table 3: TG\_EE-vs-TG\_SE

| Ingenuity Canonical Pathways                             | -log(p-value) | Ratio    | z-score | Molecules                                                                  |
|----------------------------------------------------------|---------------|----------|---------|----------------------------------------------------------------------------|
| Interferon Signaling                                     | 4.68E+00      | 1.39E-01 | 0.45    | IFIT3, <b>IFNAR1</b> ,IFNAR2,ISG15,OAS1                                    |
| Th1 Pathway                                              | 4.67E+00      | 6.50E-02 | -1.89   | DLL1, <b>GATA3</b> ,HLA-A,HLA-DMA,HLA-DMB,HLA-DRB5,IFNAR1,ITGB2            |
| Calcium-induced T Lymphocyte Apoptosis                   | 4.44E+00      | 9.09E-02 | -2.24   | FCER1G,HLA-A,HLA-DMA,HLA-DMB,HLA-DRB5, <b>LCK</b>                          |
| Dendritic Cell Maturation                                | 4.20E+00      | 4.89E-02 | -2.83   | CREB3L3,FCER1G,HLA-A,HLA-DMA,HLA-DMB,HLA-DRB5, <b>IFNAR1</b> ,Ighg2b,PLCH2 |
| iCOS-iCOSL Signaling in T Helper Cells                   | 3.18E+00      | 5.36E-02 | -2.24   | FCER1G,HLA-A,HLA-DMA,HLA-DMB, <b>HLA-DRB5</b> ,LCK                         |
| PD-1, PD-L1 cancer immunotherapy pathway                 | 2.47E+00      | 4.67E-02 | 2.24    | <b>HLA-A</b> ,HLA-DMA,HLA-DMB,HLA-DRB5,LCK                                 |
| PKC $\theta$ Signaling in T Lymphocytes                  | 2.44E+00      | 3.85E-02 | -2.45   | <b>FCER1G</b> ,HLA-A,HLA-DMA,HLA-DMB,HLA-DRB5,LCK                          |
| Cardiac Hypertrophy Signaling (Enhanced)                 | 2.19E+00      | 2.26E-02 | -2.53   | ADCY7,CSF2RB,Eda,FGF7,IFNAR1,IL21R,IL7R,PDE10A,PLCH2,RPS6KA5,SMPDL3B       |
| Role of NFAT in Regulation of the Immune Response        | 2.12E+00      | 3.30E-02 | -2.45   | FCER1G,HLA-A,HLA-DMA,HLA-DMB,HLA-DRB5,LCK                                  |
| NF- $\kappa$ B Activation by Viruses                     | 2.11E+00      | 4.82E-02 | -2.00   | <b>CR2</b> ,ITGAL,ITGB2,LCK                                                |
| Systemic Lupus Erythematosus In T Cell Signaling Pathway | 1.85E+00      | 2.39E-02 | -2.12   | CREB3L3,FCER1G,HLA-A,HLA-DMA,HLA-DMB,HLA-DRB5,ITGAL, <b>NOS2</b>           |
| ILK Signaling                                            | 1.45E+00      | 2.60E-02 | -2.00   | ACTA1,CREB3L3, <b>ITGB2</b> , <b>NOS2</b> ,RPS6KA5                         |
| Endocannabinoid Cancer Inhibition Pathway                | 1.33E+00      | 2.78E-02 | 1.00    | ADCY7,CCNE1,CREB3L3,NOS2                                                   |
| Neuroinflammation Signaling Pathway                      | 1.19E+00      | 1.99E-02 | -2.45   | <b>CREB3L3</b> ,HLA-A,HLA-DMA,HLA-DMB,HLA-DRB5, <b>NOS2</b>                |
| Opioid Signaling Pathway                                 | 1.06E+00      | 2.00E-02 | -2.00   | ADCY7,CREB3L3,FOSB,LCK,RPS6KA5                                             |
| Endothelin-1 Signaling                                   | 1.00E+00      | 2.14E-02 | -1.00   | ABHD3,ADCY7,NOS2,PLCH2                                                     |
| IL-8 Signaling                                           | 9.21E-01      | 2.00E-02 | -1.00   | <b>CR2</b> ,ITGAX,ITGB2,TEK                                                |
| Osteoarthritis Pathway                                   | 8.51E-01      | 1.88E-02 | -1.00   | ALPP,CREB3L3, <b>ITLN1</b> , <b>NOS2</b>                                   |

|                                  |          |          |       |                                           |
|----------------------------------|----------|----------|-------|-------------------------------------------|
| Integrin Signaling               | 8.42E-01 | 1.86E-02 | -2.00 | ACTA1,ITGAL,ITGAX,ITGB2                   |
| cAMP-mediated signaling          | 7.80E-01 | 1.76E-02 | -2.00 | ADCY7,CREB3L3,PDE10A,SMPDL3B              |
| Protein Kinase A Signaling       | 7.59E-01 | 1.50E-02 | -2.45 | ADCY7,CREB3L3,DUSP10,PDE10A,PLCH2,SMPDL3B |
| Synaptogenesis Signaling Pathway | 4.70E-01 | 1.28E-02 | -1.00 | ADCY7,CREB3L3,EPHA5,LCK                   |

Table 4: WT\_EE-vs-WT\_SE

| <b>Ingenuity Canonical Pathways</b>                                   | <b>-log(p-value)</b> | <b>Ratio</b> | <b>z-score</b> | <b>Molecules</b>                                      |
|-----------------------------------------------------------------------|----------------------|--------------|----------------|-------------------------------------------------------|
| Coagulation System                                                    | 3.22E+00             | 1.14E-01     | 1.00           | F13A1,F2R,PLAT,PLAU                                   |
| BAG2 Signaling Pathway                                                | 2.88E+00             | 9.30E-02     | 2.00           | BAG2,HSPA1A/HSPA1B,Hspa1b,HSPA2                       |
| ERK/MAPK Signaling                                                    | 2.81E+00             | 4.12E-02     | 0.71           | CREB5,HSPB1,HSPB7,PLA2G4C,PPP1R14B,PPP1R3C,PPP2CB,SRF |
| p38 MAPK Signaling                                                    | 1.98E+00             | 4.24E-02     | 2.24           | CREB5,HSPB1,HSPB7,PLA2G4C,SRF                         |
| Sirtuin Signaling Pathway                                             | 1.77E+00             | 2.74E-02     | 0.45           | ARNTL,CRTC2,GADD45G,MT-ATP6,NDUFAF1,NOS2,SDHD,Tomm5   |
| Cardiac $\beta$ -adrenergic Signaling                                 | 1.69E+00             | 3.57E-02     | -1.00          | ENPP6,GNG5,PPP1R14B,PPP1R3C,PPP2CB                    |
| ILK Signaling                                                         | 1.68E+00             | 3.12E-02     | 0.45           | CREB5,FLNC,NOS2,PPP1R14B,PPP2CB,PTGS2                 |
| Neuroinflammation Signaling Pathway                                   | 1.28E+00             | 2.33E-02     | -0.38          | CREB5,HLA-DMB,HMOX1,NOS2,NOX1,PLA2G4C,PTGS2           |
| Cardiac Hypertrophy Signaling (Enhanced)                              | 1.02E+00             | 1.85E-02     | 1.89           | AGTR1,ENPP6,FGF7,GNG5,HSPB1,HSPB7,PTGS2,SRF,TNFSF12   |
| eNOS Signaling                                                        | 9.83E-01             | 2.50E-02     | -1.00          | CHRM3,HSPA1A/HSPA1B,Hspa1b,HSPA2                      |
| Opioid Signaling Pathway                                              | 8.30E-01             | 2.00E-02     | 1.00           | CREB5,FOSB,GNG5,RGS1,SRF                              |
| Endothelin-1 Signaling                                                | 8.04E-01             | 2.14E-02     | 1.00           | HMOX1,NOS2,PLA2G4C,PTGS2                              |
| Production of Nitric Oxide and Reactive Oxygen Species in Macrophages | 7.93E-01             | 2.12E-02     | -1.00          | NOS2,PPP1R14B,PPP1R3C,PPP2CB                          |
| cAMP-mediated signaling                                               | 6.06E-01             | 1.76E-02     | 1.00           | AGTR1,CHRM3,CREB5,ENPP6                               |
| Synaptogenesis Signaling Pathway                                      | 5.67E-01             | 1.60E-02     | 1.34           | CREB5,EPHA2,RASGRP2,STXBP1,SYT5                       |

Table 5: TG\_SE-vs-WT\_SE

| Ingenuity Canonical Pathways             | -log(p-value) | Ratio    | z-score | Molecules                                              |
|------------------------------------------|---------------|----------|---------|--------------------------------------------------------|
| MIF Regulation of Innate Immunity        | 3.03E+00      | 9.52E-02 | 1.00    | NOS2,PLA2G4C,PLA2G6,PTGS2                              |
| Endothelin-1 Signaling                   | 1.87E+00      | 3.21E-02 | 0.82    | ABHD3,ADCY7,NOS2,PLA2G4C,PLA2G6,PTGS2                  |
| ILK Signaling                            | 1.82E+00      | 3.12E-02 | 1.34    | ACTA1,ITGB7,NOS2,PPP1R14B,PPP2CB,PTGS2                 |
| GNRH Signaling                           | 1.46E+00      | 2.89E-02 | 0.45    | ADCY7,CAMK2B,GNG5,MAP3K6,MMP2                          |
| Neuroinflammation Signaling Pathway      | 1.42E+00      | 2.33E-02 | -0.38   | ACVR1,IRF7,NOS2,PLA2G4C,PLA2G6,PTGS2,TLR5              |
| Synaptic Long Term Depression            | 1.34E+00      | 2.67E-02 | 0.45    | ABHD3,NOS2,PLA2G4C,PLA2G6,PPP2CB                       |
| Colorectal Cancer Metastasis Signaling   | 1.30E+00      | 2.36E-02 | 0.82    | ADCY7,GNG5,MMP2,NOS2,PTGS2,TLR5                        |
| Phospholipase C Signaling                | 1.28E+00      | 2.33E-02 | 1.34    | ADCY7,GNG5,IGHG1,Ighg2b,PLA2G4C,PLA2G6                 |
| Protein Kinase A Signaling               | 1.24E+00      | 2.01E-02 | 0.71    | ADCY7,CAMK2B,CDC26,DUSP10,GNG5,PPP1R14B,PTGS2,SMPDL3B  |
| Cardiac Hypertrophy Signaling (Enhanced) | 1.16E+00      | 1.85E-02 | 1.67    | ACE,ACVR1,ADCY7,AGTR1,CAMK2B,GNG5,MAP3K6,PTGS2,SMPDL3B |
| Osteoarthritis Pathway                   | 1.14E+00      | 2.35E-02 | 0.45    | BGLAP,GREM1,ITLN1,NOS2,PTGS2                           |
| Synaptogenesis Signaling Pathway         | 9.67E-01      | 1.92E-02 | 0.82    | ADCY7,CAMK2B,EPHA2,NRXN2,RASGRP2,THBS2                 |
| ERK/MAPK Signaling                       | 8.42E-01      | 2.06E-02 | -1.00   | PLA2G4C,PLA2G6,PPP1R14B,PPP2CB                         |

How the deposited data were processed for this re-analysis (not part of the article)

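Gene expression in the colon was measured in 9 wild-type mice aged 12 months, 4 kept in the standard environment (WT_SE mice 1, 2, 3 and 5) and 5 in the enriched environment (WT_EE mice 1 to 5). The other samples of the experiment are not reported here. The authors prepared 3′ messenger RNA libraries with unique molecular identifiers, aligned the reads with STAR to GRCm38, and deposited the resulting molecule counts per gene and mouse, as whole numbers without normalization. The paper's text does not name the program that counted molecules or collapsed the identifiers. Totals per library lay between 295535 and 454043 counts. Because identifiers remove amplification copies, each count is read as 1 molecule, and the floor of 3 counts used throughout covers counting error only. For highly counted genes this reading is uncertain, as their counts rose less than in proportion to library totals.

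Of the 22262 genes with a count in any library, 22248 were paired with a symbol and 22256 with a position from GENCODE mouse release 21 on GRCm38. Genes with at least 4 CPM in at least 1 library were kept, which left 17441. Counts were analysed in R 4.3.3 with edgeR 4.0.16, using TMM normalization, estimated dispersions and the quasi-likelihood F test, with the environment as the only term. p-Values were adjusted by the Benjamini-Hochberg method over all genes tested. Figure 6A names a p-value limit of 0.05 and the paper's text does not name an adjustment, so both kinds of count are given. Gene sets were tested with camera from limma 3.58.1 on log-CPM values with a prior count of 2 and an inter-gene correlation of 0.01. Normalized CPM values of single genes and marker means were compared by two-sided exact permutation tests over the 126 ways to part 9 mice into 4 and 5, in python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The smallest p-value these tests can give is 0.00794. Figures were drawn with matplotlib 3.10.9.

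The steps were tested on simulated counts drawn for these genes and library sizes. The 200 genes changed were drawn only from genes with a mean of at least 5 counts per library. Of these, 98.9% of the 93 genes changed 4-fold and 83.2% of the 107 genes changed 2-fold had an unadjusted p-value under 0.05. The same held for 4.88% of the unchanged genes among the 16583 tested. After adjustment with edgeR and Benjamini-Hochberg, 92.5% and 56.1% of the changed genes were recovered. Recovery of genes with lower counts, such as Nos2, Hmox1 and Lbp, was not tested.

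The rule for the genes named in the text was set before the data were examined. It takes the genes the paper names with wild-type colon values or calls, the inflammatory list of Supplementary Table 3, the genes of the proteins measured in feces, marker genes of cell types and responses, and the 5 genes with the smallest p in each direction among those whose groups did not overlap. Outside this rule, Ang4, Aqp8, Car3, Gm43960, Grip2, Mptx1, Retnlb and Slc10a2 were chosen after their values were seen. The list of posterior Hox genes was written after the counts of Slc10a2 were seen and before those of the Hox genes. Genes given only by a human symbol with several mouse counterparts were left out. The alternatives were also set before the data were examined. They were other filters on low counts, other normalizations, other tests (DESeq2 1.42.0, limma-voom and edgeR's exact and likelihood ratio tests), the mouse number as a block, the library-name ending as a covariate or with only its larger group, each mouse left out in turn, immunoglobulin genes left out, and other thresholds. The newer form of the quasi-likelihood test and a TMM normalization from low-count genes were added after seeing the data. The mouse numbers used as a block come from the sample labels, and mice with the same number in the 2 environments are different animals.

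Several choices followed the values. The table of single genes under each alternative first held every gene named by the rule above, and was then narrowed to genes whose values the text prints. The readings of 8 explanatory tests were revised after their values were seen, for the B-cell follicle, the time of day, the immediate early genes, the highly counted genes, the tissue composition, the library size and both uses of the Hox mean. The p-value was taken as the value followed for Lbp because its counts were at the floor. Ingenuity Pathway Analysis was not run, so no pathway scores are given.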

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

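The tests on GC content, transcript length and immediate early genes were chosen only after the result was seen; the others were fixed earlier.

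Among 98 groups of 4 or 5 mice, 7 held a value far from the others, where 4.9 are given by chance. In WT_SE mouse 5, Pdgfb was at 8.20 CPM (3 counts, against 20.3 to 22.3 CPM in the other mice), Nox1 at 35.5 CPM (13 counts, against 6.76 to 10.4 CPM), and Fosb at 5.47 CPM (2 counts, against 0). The value of Fosb follows from the zeros of the other mice, and as all 4 counts are under the floor it is not interpreted. Nos2 in WT_EE mouse 4 was at 27.8 CPM (9 counts, against 10.5 to 13.0 CPM), and Epha2 in WT_EE mouse 5 at 30.1 CPM (13 counts, against 6.19 to 13.0 CPM). The pseudogene 9130208D14Rik in WT_SE mouse 3 was at 389 CPM (115 counts, against 230 to 245 CPM). The mean of the epithelium genes in WT_SE mouse 2 was 7.82 on the log2 scale, against 8.13 to 8.17. No biological explanation was tested for these single values, and their number is close to what chance gives.

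In all, 241 genes were higher in WT_EE with no overlap between the groups and 209 were lower, or 1.38% and 1.20% of the genes tested, where chance gives at most 0.794% each way. Of the 5 with the smallest p in each direction, those that the paper does not discuss are given here, 3 higher and 5 lower. Nr4a2, a nuclear receptor gene on chromosome 2 from 57106830 to 57124003, had 18.9 ± 4.83 CPM (SD, n = 4) in WT_SE and 62.3 ± 22.2 CPM (SD, n = 5) in WT_EE. Its log2 fold change was 1.68 (standard error 0.32, adjusted p = 0.0249 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rab23 on chromosome 1 from 33719887 to 33742564 had a log2 fold change of 1.92 (standard error 0.37) and the processed pseudogene Gm2830 on chromosome 13 from 54499705 to 54500089 one of 1.32 (standard error 0.24), each with the same adjusted p-value. In the other direction, the unprocessed pseudogene 9130208D14Rik on chromosome 7 from 105824223 to 105831515 had a log2 fold change of -0.85 (standard error 0.17) and the same adjusted p-value. Lower log2 fold changes without a passing adjusted p-value were -0.65 for Pdcd4, -1.3 for Gm10184, -1.41 for Sstr1 and -0.66 for Dnajc7, with adjusted p-values of 0.0527, 0.0783, 0.0853 and 0.166 from edgeR with Benjamini-Hochberg adjustment. Dnajc7 overlaps Cnp and Nkiras2 on the other strand, and the paper's text does not say whether the counting used strand. These genes were picked for groups that do not overlap, so that property is no evidence of its own. For the pseudogenes, the counting could have drawn molecules from a parent gene, which was not tested.

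Technical explanations were weighed for the calls between WT_EE and WT_SE as a whole. Mean total counts were 352041 in WT_SE and 391500 in WT_EE (exact permutation test, p = 0.349). With 4 and 5 mice this does not show equal totals, and the share of highly counted genes fell with the total, so that library size cannot be set aside. The smallest p among the means of smooth muscle, epithelium and adipose genes was 0.286 (exact permutation test). Tissue composition cannot be excluded by this, because most smooth muscle and epithelium genes lie among the highly counted genes, whose counts rose less than in proportion to library totals, and the adipose mean had an SD of 1.85 in WT_SE on the log2 scale. The relation of log2 fold changes to GC content was matched in 12 of the 16 splits of the mice that part all same-numbered pairs, and the relation to transcript length in 16 of 16. Library preparation may be involved as well. Without WT_SE mice 1 and 3, 98.5% of the called genes kept their sign, but each pair of WT_SE mice left out gave 98.5% to 99.9%, so that this share does not separate the explanations. Leaving out mice 1 and 3 gave 680 calls. The other pairs with mouse 3 gave 936 and 1080, and the pairs without mouse 3 gave 1201, 1532 and 1807. Without mouse 3 alone 899 genes were called, and without mouse 1 alone 1202, so that the drop may belong to mouse 3 rather than to the shared ending. The library-name ending and the environment cannot be told apart for these 2 mice.

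An immediate early response around tissue collection is a candidate explanation for Nr4a2. The mean of 8 immediate early genes was higher in WT_EE by 0.43 on the log2 scale, above every WT_SE mouse in 4 of 5 WT_EE mice (exact permutation test, p = 0.0397). It did not pass Benjamini-Hochberg adjustment over the 8 marker sets tested (adjusted exact permutation p = 0.254). The set holds Fosb, at 0 to 2 counts in WT_SE and 2 to 4 in WT_EE, which was above the floor in 1 mouse only. Fosb is also among the genes that the paper lists for this comparison in Supplementary Table 4. The mean of the set therefore does not show a response of the set as a whole. Nr4a2 cannot be told apart from an immediate early response, nor from an effect of the environment.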

How the results depend on the processing

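The number of genes with an unadjusted p under 0.05 was 1334. It was 804 with edgeR's filterByExpr (8590 genes tested, 740 of the calls shared), 643 with the DESeq2 Wald test, 688 with the library-name ending as a covariate (429 shared), 680 with only the larger ending group (429 shared), 474 with an absolute log2 fold change of at least 1, and 410 at p under 0.01. With one mouse left out in turn it ran from 899 to 1581, with 737 to 1084 genes shared. Other alternatives gave 968 to 1596 calls, and the legacy quasi-likelihood form is the one used here and cannot move a result. Upper quartile normalization gave 1368 calls with 615 higher and 753 lower, or 45.0% higher against 56.3%, so which direction holds more calls depends on the scaling.

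The 7 genes with an adjusted p under 0.05 (edgeR, Benjamini-Hochberg) became 0 with at least 4 CPM in every library (968 genes at unadjusted p under 0.05), with filterByExpr (804), with DESeq2 (643), with limma-voom (1357), with the ending as a covariate (688) and with the larger ending group (680). They became 143 without a filter, 36 with the exact test, 43 with the likelihood ratio test, 19 without immunoglobulin genes and 28 at an adjusted limit of 0.1. After seeing the data, the newer quasi-likelihood form (0, with 1383 unadjusted) and TMM from low-count genes (16) were added. With one mouse left out, the number ran from 0 (899 unadjusted) to 48. The cause was not tested.

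Of the 39 genes of Supplementary Table 4, the 38 called became 18 of 18 tested with at least 4 CPM in every library and with filterByExpr, and 22 with either use of the ending; with one mouse left out they ran from 30 to 38. Of the 11 genes of Supplementary Figure S10, the 5 called became 3 of 5 tested with 4 CPM in every library, 2 of 3 with filterByExpr, and 3 with DESeq2 and with either use of the ending; with one mouse left out they ran from 3 to 5. Low counts limit both lists, as the stricter filters leave many of their genes untested.

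The mean log2 fold change of the inflammatory set, -0.18, ran from -0.35 to 0.11 with one mouse left out. It reversed without WT_SE mouse 2 and passed camera's limit without WT_SE mouse 5 (-0.31, with a camera p-value of 0.0410). Camera with the correlation estimated from the data gave a p-value of 0.591 and limma's fry one of 0.746, and the set was not rerun with the other count tests. For Lbp, whose mice are all at the floor, the sign reversed in 4 of the fits with one mouse left out, with unadjusted p-values from 0.562 to 0.963, and both stricter filters gave no value; Pdgfb has none with filterByExpr. Epcam kept its direction at log2 fold changes of 0.09 to 0.27 and Pdgfb at 0.13 to 0.60, none past the threshold. Ifit3 reversed with the ending as a covariate (an unadjusted edgeR p-value of 0.80) and with the larger ending group (0.787). With one mouse left out, the unadjusted p-value ran for Itgb2 from 0.715 to 0.997 and for Gjb2 from 0.309 to 0.770, with reversed signs in some fits. Over the 37 single genes followed, 94 of 931 fits changed the call, of which 85 were weaker, 3 stronger and 6 reversed.

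With the mouse number as a replicate block, 1170 genes had an unadjusted p under 0.05 and 70 an adjusted one (edgeR, Benjamini-Hochberg), 34 genes of Supplementary Table 4 were called, the inflammatory set had a mean of -0.10, Lbp reversed (an unadjusted edgeR p-value of 0.807), and Epcam and Pdgfb had log2 fold changes of 0.16 and 0.54. Deviations of same-numbered mice correlated at 0.0659, so the numbers do not pair the mice.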

Differences from the paper's values

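The paper's Figure 6A shows about 790 genes changed between WT_EE and WT_SE, about 470 higher and about 320 lower (Fig. 6A, read by eye). Here the numbers were 1334, 751 and 583. Of the alternatives set before the data were examined, those within 1.5 times of the paper's total were at least 4 CPM in every library (968), filterByExpr (804), the DESeq2 Wald test (643), the mouse number as a block (1170), the library-name ending as a covariate (688), only the larger ending group (680), and leaving out WT_SE mouse 3 (899) or WT_EE mouse 4 (1107). The same settings came within 1.5 times of the numbers higher (532, 451, 374, 694, 398, 423, 553 and 633) and lower (436, 353, 269, 476, 290, 257, 346 and 474). For the genes higher, the upper quartile normalization (615) and the edgeR exact test (683) did so as well, and so did TMM from low-count genes (695), which was chosen after seeing the values. The other alternatives did not.

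The paper states a depth above 2000000 (2 M) reads per library, and the lowest library here holds 295535 (0.296 M) counted molecules. No alternative changes this total, which counts molecules rather than reads.

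For Cr2 between WT_EE and WT_SE, the paper prints a p-value of about 0.074 (Fig. 6D, read by eye), and the exact permutation test here gave 0.0476. With library size alone as the normalization this test also gave 0.0476. The unadjusted p-values of the fitted tests were at most 0.0119 in the 24 alternatives that tested Cr2. None closed the gap, neither those set before the data were examined nor the 2 added after seeing the values. The legend of Figure 6 names one-way ANOVA with Tukey's test or an unpaired Student's t-test, and neither was run here. The group means were close, 17.0 CPM in WT_SE and 1.30 CPM in WT_EE against about 17 and 1.3 in the paper. The p-values thus come from different tests, and the gap does not show different counts.

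Of 34 group means read from Fig. 6D, Fig. 6E and Supplementary Figure S10, 0 differed from the values here by the same measure. The paper marks no wild-type difference for Tnfrsf10b and Iglc3 in Supplementary Figure S10, whereas here their unadjusted p-values from edgeR were 0.000717 and 0.0127. Tnfrsf10b was under 0.05 in every alternative that tested it. Iglc3 was not called with filterByExpr (an unadjusted p-value of 0.0545), the DESeq2 Wald test (0.193), limma-voom (0.0543), the ending as a covariate (0.0802), only the larger ending group (0.120), or without WT_SE mouse 2 (0.0829) or WT_SE mouse 3 (0.0792). The paper lists Tnfsf12 among the genes of WT_EE against WT_SE in Supplementary Table 4, and here its unadjusted p was 0.0667. It was under 0.05 without WT_SE mouse 1 (0.0491), without WT_EE mouse 1 (0.0385) and without WT_EE mouse 2 (0.0389), and in no other alternative.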

Other observations

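The tests on highly counted genes and on single Hox genes were chosen only after the result was seen; the others were fixed before their values were seen, those on the Hox mean after the counts of Slc10a2.

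The number of calls between WT_EE and WT_SE was set against other splits of the same 9 mice. Of the 16 splits that part all 4 same-numbered pairs, 2 gave at least 1334 genes with an unadjusted p under 0.05, the real split included, and the others had a median of 740 and a highest value of 1340. For genes with an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), 1 of these 16 splits, the real one, gave at least 7. A larger set of 100 of the 126 possible splits held all of these 16, and the rest were drawn at random. The 100 splits are thus not a plain random draw. Of them, 7 gave as many unadjusted and 10 as many adjusted calls, with up to 1490 and 187 genes. The split with 1490 genes, WT_SE mice 1, 2 and 3 with WT_EE mouse 1 against the other mice, keeps the 2 libraries with the other name ending in one group, as the real split does. The split with 187 adjusted calls, WT_SE mice 2 and 3 with WT_EE mice 1 and 3 against the other mice, parts them and gave 1434 unadjusted calls. The 16 splits cannot give a share under 0.05. Shares of 7% and 10% over the 100 splits are above that limit as well, so the numbers of calls cannot be told apart from a grouping of the mice by chance.

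In the wild-type comparison, Itgb2 on chromosome 10 from 77530252 to 77565708 had 13.6 ± 2.38 CPM (SD, n = 4) in WT_SE and 12.4 ± 5.70 CPM (SD, n = 5) in WT_EE. Gjb2 on chromosome 14 from 57098600 to 57104702 had 19.9 ± 4.37 CPM (SD, n = 4) and 23.0 ± 12.5 CPM (SD, n = 5). Neither difference was larger than regrouping the mice gives (exact permutation tests, p = 0.778 and p = 0.770). The paper's statements on these genes concern samples not analysed here. Of the 16 genes for proteins measured in feces, 9 had a count in any wild-type colon library, and 2, Il1b and Tnf, exceeded 3 counts in any mouse. Il1b on chromosome 2 from 129364570 to 129371139 had 8, 5, 0 and 5 counts in WT_SE and 0, 1, 2, 2 and 4 in WT_EE, or 12.1 ± 8.74 CPM (SD, n = 4) in WT_SE and 4.66 ± 3.41 CPM (SD, n = 5) in WT_EE. Its log2 fold change was -1.40 (standard error 0.68, unadjusted p-value of 0.0464 and adjusted p = 0.641 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was kept in 12 of 24 alternatives, with unadjusted p-values from 0.00920 to 0.210, and the groups overlapped (exact permutation test, two-sided, p = 0.119).

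Cr2 counts were 8, 14, 0 and 3 in WT_SE mice 1, 2, 3 and 5, and 2, 0, 1, 0 and 0 in WT_EE mice 1 to 5. A candidate explanation is a varying amount of B-cell follicle in the colon pieces. Among 3 correlations across mice that were computed, Cr2 followed the mean of other follicle genes by Pearson's r of 0.80 (permutation p = 0.0113, and 0.0170 after Benjamini-Hochberg adjustment over the 3) and by Spearman's rho of 0.66 (permutation p = 0.0606, adjusted 0.0909). Within the 7 libraries of the common name ending r was 0.80 as well, and the other 2 libraries are too few to recompute it. Without the 2 mice farthest from the median r was 0.14, so the relation rests on those mice. The follicle mean itself was lower in WT_EE by 1.32 on the log2 scale (exact permutation test, p = 0.127). The lower Cr2 in WT_EE cannot be told apart from the amount of follicle sampled.

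The mean of 8 heat shock genes was higher in WT_EE by 0.46 on the log2 scale, in 5 of 5 mice relative to the WT_SE mean (exact permutation test, p = 0.0714, and 0.254 after Benjamini-Hochberg adjustment over 8 marker sets). The set holds Hspa1a, Hspa1b and Hspb1, with log2 fold changes of 1.17, 1.30 and 1.02. The paper lists these genes for this comparison in Supplementary Table 4. The set mean is therefore not separate from those calls and does not show a rise of heat shock genes in general. A different time of day of collection could give a difference in heat shock genes. The contrast between clock genes of opposite phases was 0.80 with an exact permutation p of 0.198, which leaves this open, since the spread of the contrast within WT_EE was large (SD 1.05).

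Counts of highly counted genes varied less with library size than those of other genes. The 980 genes with a mean of 80 or more counts held 25.5% to 31.4% of each library, and this share fell with the total (Pearson's r = -0.93, permutation p = 0.000769; Spearman's rho = -0.92, permutation p = 0.00131; adjusted over the 3 correlations 0.00231 and 0.00394). It was -0.86 without the 2 mice farthest from the median and -0.94 within the 7 libraries of the common name ending. The slope of summed counts on library totals, on logarithmic axes, was 1.31 for genes with a mean of 5 to 10 counts and 0.426 for genes with a mean of 100 to 150 counts. With one mouse left out the latter ran from 0.369 to 0.463. A candidate explanation is a loss of molecules of abundant genes in the counting, for example where too few distinct identifiers remain. The slope of 0.426 restates the pattern and does not favour this over another cause. Such a loss would compress fold changes of abundant genes such as Epcam, and the 6.84% of genes called at a mean of 80 or more lies below the 12.0% at 40 to 80. No biological explanation was tested.

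Some genes differed widely between mice. Over the 9 mice of both environments, 9 genes had at least 100 counts in one mouse and at most 5 in another, and those named here were chosen after their values were seen. The processed pseudogene Gm43960 on chromosome 6 from 10804828 to 10809847 had 3, 384, 5 and 3 counts in WT_SE mice 1, 2, 3 and 5, and 471, 494, 2, 441 and 415 in WT_EE mice 1 to 5. Grip2 on chromosome 6 from 91761509 to 91827250 had 0, 29, 1 and 4 counts in WT_SE and 3, 442, 3, 5 and 357 in WT_EE. Slc10a2, a bile acid transporter gene, had 26, 103, 110 and 16 counts in WT_SE and 107, 3, 117, 4 and 10 in WT_EE (exact permutation test between the groups, p = 0.262). Ang4 had 15, 24, 3 and 77 counts in WT_SE and 11, 87, 114, 147 and 112 in WT_EE (an unadjusted edgeR p-value of 0.000543). Mptx1 had 7, 7, 4 and 181 counts in WT_SE and 9, 163, 252, 248 and 137 in WT_EE (an unadjusted edgeR p-value of 0.00447). No explanation was tested for Gm43960, Grip2, Ang4 and Mptx1. For Slc10a2, the position of the sampled piece along the colon was tested with the mean of posterior Hox genes. Spearman's rho of this mean with Slc10a2 was -0.217 (permutation p = 0.581), and the p-value of the mean between the groups was 0.960 (exact permutation test). Neither value tests position, because single Hox genes ran in opposite directions, with Hoxb13 at 4, 0, 0 and 56 counts in WT_SE and 0, 45, 21, 24 and 20 in WT_EE, and Hoxd10 at 2, 22, 8 and 0 and at 5, 0, 12, 0 and 2. Taken one by one over the 9 mice, Hoxd10 and Hoxd11 rose with Slc10a2 while Hoxa13 and Hoxb13 fell, and the smallest permutation p-value of Spearman's rho, after Benjamini-Hochberg adjustment over these 4 genes, was 0.00344. The signs held without the 2 mice farthest from the median. Pearson's r was then 0.86 for Hoxd10, 0.82 for Hoxd11, -0.72 for Hoxa13 and -0.69 for Hoxb13. Within the 7 libraries of the common name ending, r was 0.88, 0.68, -0.81 and -0.76 in the same order. No mouse had between 26 and 103 counts of Slc10a2, and both checks keep mice on either side of this gap. The mice on one side are too few for a correlation of their own, so that the relation within a side cannot be tested here. A different position of the sampled piece along the colon remains a candidate explanation for Slc10a2, and a difference in position between the groups cannot be ruled out. Ang4, Mptx1, Nox1 and Hoxb13 were each higher in WT_SE mouse 5 than in the other WT_SE mice. Each was also lower in WT_EE mouse 1 than in the other WT_EE mice. The relation of Ang4, Mptx1 and Nox1 to Hoxb13 was not tested, so position may also bear on genes called between the groups.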
